# Aryl hydrocarbon receptor (AHR)-regulated transcriptomic changes in rats sensitive or resistant to major dioxin toxicities

**DOI:** 10.1186/1471-2164-11-263

**Published:** 2010-04-26

**Authors:** Ivy D Moffat, Paul C Boutros, Hanbo Chen, Allan B Okey, Raimo Pohjanvirta

## Abstract

**Background:**

The major toxic effects of 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) appear to result from dysregulation of mRNA levels mediated by the aryl hydrocarbon receptor (AHR). Dioxin-like chemicals alter expression of numerous genes in liver, but it remains unknown which lie in pathways leading to major toxicities such as hepatotoxicity, wasting and lethality. To identify genes involved in these responses we exploited a rat genetic model. Rats expressing an AHR splice-variant lacking a portion of the transactivation domain are highly resistant to dioxin-induced toxicities. We examined changes in hepatic mRNA abundances 19 hours after TCDD treatment in two dioxin-resistant rat strains/lines and two dioxin-sensitive rat strains/lines.

**Results:**

Resistant rat strains/lines exhibited fewer transcriptional changes in response to TCDD than did rats with wildtype AHR. However, well-known AHR-regulated and dioxin-inducible genes such as *CYP1A1*, *CYP1A2*, and *CYP1B1 *remained fully responsive to TCDD in all strains/lines. Pathway analysis indicated that the genes which respond differently to TCDD between sensitive and resistant rats are mainly involved in lipid metabolism, cellular membrane function and energy metabolism. These pathways previously have been shown to respond differently to dioxin treatment in dioxin-sensitive versus dioxin-resistant rats at a biochemical level and in the differential phenotype of toxicologic responses.

**Conclusion:**

The transactivation-domain deletion in dioxin-resistant rats does not abolish global AHR transactivational activity but selectively interferes with expression of subsets of genes that are candidates to mediate or protect from major dioxin toxicities such as hepatotoxicity, wasting and death.

## Background

Dioxin-like chemicals are exceptionally toxic to a wide variety of birds, fish and mammals including, perhaps, humans. However, susceptibility to dioxin toxicity varies widely among different animal species and between genetic types within a species. Extensive evidence demonstrates that virtually all toxic effects of TCDD and related dioxin-like compounds are mediated by a ligand-dependent transcription factor, the aryl hydrocarbon receptor (AHR) (reviewed in: [1]). Exposure to dioxins results in major toxicities, including thymic atrophy, teratogenesis, hepatotoxicity, wasting syndrome and death. These toxicities are dependent on both the AHR and its dimerization partner, the aryl hydrocarbon receptor nuclear translocator (ARNT), and require that the AHR have functional structures for nuclear translocation and DNA binding [2-6].

Dioxin binding converts the AHR into an activated ligand:AHR:ARNT complex that regulates transcription either by binding directly to AHRE-I motifs (also known as DREs or XREs) [7-10] or indirectly to AHRE-II motifs [11,12]. Dioxin toxicities appear to arise from AHR-mediated dysregulation of specific genes [4,13]. Microarray technologies have accelerated identification of genes that depend on the AHR for constitutive expression or for response to TCDD *in vivo *[14-23], but the key genes whose dysregulation by dioxin leads to most toxicities remain unknown.

The Han/Wistar(*Kuopio*) (H/W) rat is an excellent model organism to identify specific AHR-regulated genes whose dysregulation by dioxin may lead to major toxicities. H/W rats are extraordinarily resistant to acute lethality from TCDD, with an LD_50 _three orders of magnitude higher than for sensitive Long-Evans(*Turku/AB*) rats (L-E) [24]. Resistance in H/W rats is associated with a point mutation that leads to expression of an aberrant AHR protein missing 38 or 43 amino acids from its transactivation domain (TAD) [25-27]. We recently demonstrated, using transgenic mouse models, that it is the AHR variant with 38 amino acids deleted that is responsible for dioxin resistance [28]. Importantly, this AHR variant is the predominantly-expressed form in the dioxin-resistant H/W rat [27]. Further, dioxin resistance in rats segregates genetically with the *AHR *locus and is a dominant trait [24,26]. Multi-generational crosses of L-E and H/W rats and selection for susceptibility or resistance to dioxin lethality [26] produced two rat lines: Line-A (LnA) and Line-C (LnC). LnA rats harbour the variant AHR and are dioxin-resistant; LnC rats have the wildtype AHR and are dioxin-sensitive. We postulate that the partial deletion of AHR transactivation domain alters toxic responses either by preventing changes in mRNA levels of genes in pro-death pathways or by enhancing responses of genes in pro-survival pathways.

Our strategy for identifying pro-survival or pro-death genes is to contrast changes in mRNA expression profiles following TCDD exposure of dioxin-sensitive and dioxin-resistant rats [13]. To reduce the influence of strain-specific changes not associated with dioxin toxicities, we profiled 4 strains/lines of rats: H/W and LnA which constitute the "resistant collective" and L-E and LnC which constitute the "sensitive collective".

We focused on hepatic mRNA levels because liver displays a broad spectrum of mRNAs that are responsive to dioxins and/or to *AHR *genotype [20] and because liver is a prime site of dioxin toxicity, displaying many phenotypic differences between sensitive and resistant rats [29]. We chose a dose of 100 μg/kg TCDD, which produces hepatotoxicity, wasting and death in sensitive rats but no deaths in resistant rats. We previously conducted a smaller-scale transcriptomic study in sensitive versus resistant rats on membrane arrays and using cross-species hybridization to cDNA arrays [30]. Here, we greatly extend those prior studies by assessing transcriptome-wide responses to TCDD which were further validated via real-time RT-PCR. We identify specific biological processes perturbed by TCDD exposure.

Our analysis paints a new picture of dioxin-induced expression changes. Hundreds of genes exhibit responses to TCDD that are specific to individual strains or lines. Our genetic model diminishes this background noise and identifies a small number of genes associated with hepatotoxicity, wasting and death. Genes differentially-expressed between sensitive and resistant strains show functional homogeneity: dioxin-lethality may be associated with broad dysregulation of entire pathways, not just single genes.

## Results

To determine the effect of TCDD on mRNA abundances in dioxin-sensitive rats versus dioxin-resistant rats we studied four rat strains/lines at 19 hours after oral administration of TCDD (Figure 1) using Affymetrix RAE230A microarrays. A list of all genes and their responses to TCDD in the four rat strains/lines is given in Additional File 1.

**Figure 1:**
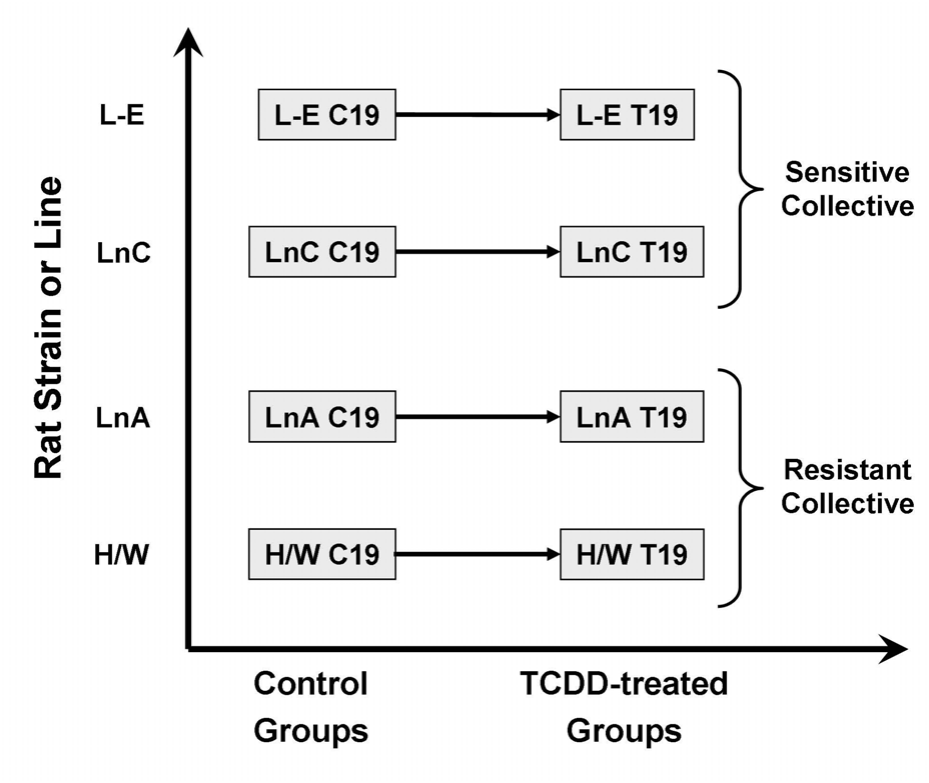
**Experimental Design**. A two-factor design was used to assess the effects of strain/line (L-E, LnC, LnA and H/W) and TCDD-exposure (control or 19-hour exposure to 100 μg/kg TCDD). In total 32 mRNA profiles were assessed by individual RAE230A microarrays; four separate animals were profiled for each of the eight separate experimental conditions.

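Long-Evans (L-E) and Line C (LnC) rats carry a wild-type AHR and form the sensitive collective. Han/Wistar (H/W) and Line A (LnA) rats carry an AHR with a deletion in its transactivation domain and form the resistant collective. LnA and LnC were bred from crosses of H/W and L-E rats, so the 2 lines have their parentage in common. Each of the 8 groups (TCDD or corn oil in 4 strains/lines, 19 h after a single dose) holds 4 arrays of 4 rats. Another 8 arrays of the same series, from 4 L-E and 4 H/W rats taken 3 h after TCDD, have no corn oil group of that time and enter none of the comparisons placed beside the claims. The values deposited by the authors are log2 signals per probe set from GCRMA, which corrects the background by probe sequence, equalizes the distribution of signals over arrays and joins the probes of each probe set. The submitters' processing notes name GCRMA 2.4.1, affy 1.10.0 and R 2.3.1. The paper describes RMA with a probe map built on Entrez gene IDs; that step starts from probe intensities and was not repeated here, so the values below rest on GCRMA and the standard probe sets. The median signal of the 40 arrays ranged from 3.52 to 3.76, and the mean correlation of an array with the others of its group from 0.992 to 0.996. Of 15866 probe sets, 12783 carry exactly 1 gene symbol. For genes with several probe sets the one with the highest mean over the 32 arrays was taken, which gave 10411 genes. Each strain/line was tested on its own (4 TCDD against 4 corn oil arrays) with limma, which fits a linear model per gene and shares information on the spread between genes, and p was adjusted by the Benjamini-Hochberg method over all 10411 genes. A gene was called at an adjusted p under 0.01, the threshold of the paper. The arrays were scanned on 5 days. TCDD and corn oil arrays of a strain/line share their days, whereas all LnA and LnC arrays were scanned on 1 day, the H/W and L-E arrays of 19 h on 3 others and the 3 h arrays on the last. The number of arrays limits the precision: of the 70 ways to divide 8 arrays into groups of 4, the real one can reach a two-sided exact p of 0.0286 at the lowest.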

### Global differences in mRNA abundance

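Inmt, which encodes a methyltransferase of tryptamine and other amines, had the largest decrease among the genes called in the 4 strains/lines. It fell in L-E rats with a log2 fold change of -5.03 (standard error 0.42, adjusted p = 0.00152 from limma). Pcp4l1 rose in LnC rats (log2 fold change 4.02, standard error 0.15, adjusted p = 3.57e-05 from limma) from a mean signal of 3.43, under the median signal of every array, so the size depends on the low end of the array scale. Slc4a4, a sodium bicarbonate cotransporter, rose in H/W rats by 2.43 (standard error 0.14, adjusted p = 0.000411 from the same test). Tmem150c rose by 2.08 in L-E rats (standard error 0.10, adjusted p = 0.000179), by 3.43 in LnC rats (standard error 0.28, adjusted p = 0.00142 from limma) and by 3.14 in LnA rats (standard error 0.31, adjusted p = 0.00312), and its value in H/W rats was 2.69 (adjusted p = 0.0194). The call of Tmem150c in LnA ended with the replicate number as a block (0.0231) and without any 1 array but corn oil replicate 1, 2 or 4 (up to 0.0159), and it passed in H/W without corn oil replicate 4 (0.00174); the other calls of these genes remained when any 1 array of the strain/line was left out. TCDD altered 214 genes in L-E rats (98 higher and 116 lower than in corn oil rats), 118 in LnC rats (67 higher, 51 lower), 113 in LnA rats (76 higher, 37 lower) and 44 in H/W rats (33 higher, 11 lower). At an adjusted p under 0.05 the counts were 676 in L-E, 378 in LnC, 334 in LnA and 154 in H/W. At 0.001 they were 24, 27, 12 and 9 in that order of strains/lines, and at 1e-04 they were 4, 5, 5 and 3. The order L-E, LnC, LnA, H/W thus held at 0.05 and 0.01. At 0.001 LnC stood above L-E, and at 1e-04, where few genes were left, LnC and LnA stood above L-E. Without 1 array the count at 0.01 was 83 to 173 in L-E, 52 to 106 in LnC, 26 to 60 in LnA and 16 to 46 in H/W, and it moved by over 1.5 times for every array but L-E TCDD replicate 2, LnC TCDD replicates 1 and 4 and H/W corn oil replicates 2 and 3. With the replicate number as a block 11 genes were called in LnA, 10 of them among the 113 and each of them higher, with the scan day as a block 16 in H/W (12 higher, 4 lower), and after centring every array on its median the split was 37 higher and 7 lower in LnA and 24 higher and 3 lower in H/W.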

The total number of genes affected by TCDD varied across rat strains/lines in a manner independent of the statistical threshold (Figure 2A). More genes were affected by TCDD in dioxin-sensitive rats than in dioxin-resistant rats: across all four strains/lines, the order of the number of transcriptional alterations was: L-E > LnC > LnA > H/W. Overall, it appears that the deletion in the AHR transactivation domain reduces the number of genes altered but does not ablate the transcriptional response to TCDD.

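Of the 245 genes called in 1 strain/line alone, 213 (86.9%) had a log2 fold change of the same sign in all 4. Inmt fell in H/W rats (log2 fold change -4.59, standard error 0.53, adjusted p = 0.00876 from limma) and in LnC rats (-4.09, standard error 0.53, adjusted p = 0.0092), and its value in LnA rats was -3.25 (standard error 0.49, adjusted p = 0.0137); its mean signal in H/W TCDD rats was 3.39, under the median signal of every array. Pla2g12a, a secreted phospholipase A2, rose in LnC rats by 3.99 (standard error 0.39, adjusted p = 0.00252 from limma) and in LnA rats by 2.81 (standard error 0.23, adjusted p = 0.0016, and 0.0245 with the replicate number as a block). Its values in L-E and H/W rats were 3.23 (adjusted p = 0.0341) and 3.63 (adjusted p = 0.0155 from limma). The genes whose 4 TCDD arrays all lay on one side of the 4 corn oil arrays numbered 1380 in L-E (13.3%), 1031 in LnC (9.90%), 927 in LnA (8.90%) and 841 in H/W (8.08%), where chance gives 2.86%. At an adjusted p under 0.01, 11 ways of processing were run on all 4 strains/lines. L-E had the most called genes in 11, both sensitive strains/lines stood above both resistant ones in 9, and the full order L-E, LnC, LnA, H/W was found in 8. The exceptions were the mean of a gene's probe sets (LnA 123, LnC 120), the replicate number as a block (H/W 18, LnA 11, LnC 5) and a single fit over the 8 groups (H/W 214, LnA 199). The call of Inmt in H/W ended without any 1 array but corn oil replicate 2 (adjusted p up to 0.036), Inmt passed in LnA without TCDD replicate 2 (0.00861), its call in LnC ended without any but TCDD replicate 4 (up to 0.0376), and that of Pla2g12a in LnC ended without corn oil replicate 1, 2 or 3 or TCDD replicate 2 or 3 (up to 0.0149), while it passed in H/W without corn oil replicate 2 (0.00507). From the order of the counts, the paper proposes that the deletion in the transactivation domain makes fewer genes respond without removing the response.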

**Figure 2:**
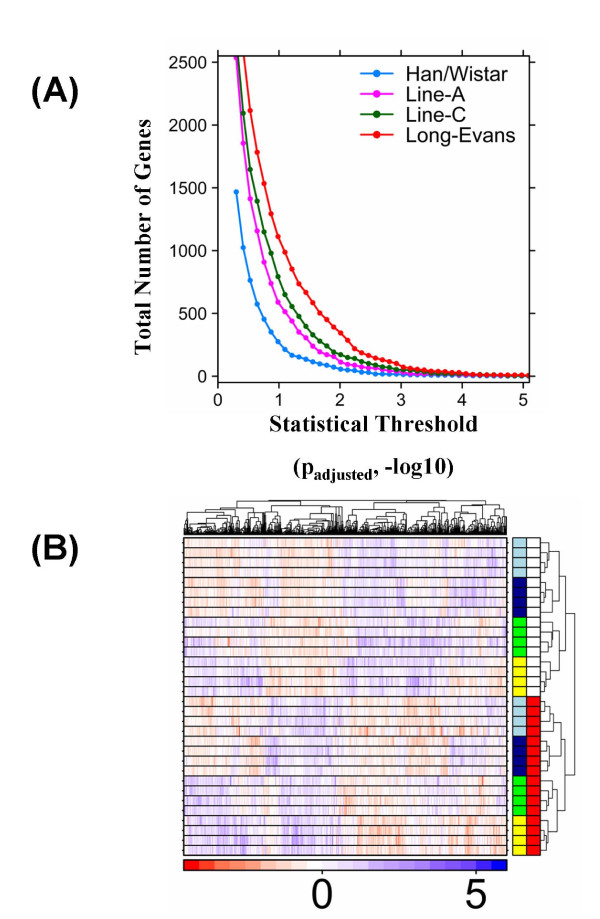
**Global comparison of expression profiles between rat strains/lines**. **(A) **The total number of genes affected by TCDD treatment in each rat line or strain is compared at levels of statistical significance (adjusted p-values; -log10) ranging from 0 to 5. **(B) **Hierarchical clustering with within-row scaling of all non-constant genes (variance > 0.1). Within the heatmap, blue indicates genes induced (up-regulated) by TCDD; red indicates genes repressed (down-regulated) by TCDD. Within the annotation bars (right side of heatmap), red indicates which rats were exposed to TCDD and white indicates those exposed to corn oil vehicle. The first column of annotation bars indicates the strains/lines of animals profiled: yellow, L-E; light blue, LnC; green, H/W, dark blue, LnA. The colour-scale gives within-row-scaled expression values, with red hues indicating low-expression and blue hues indicating high-expression.

Unsupervised clustering analysis (Figure 2B) using all non-constant genes (variance > 0.01) revealed the strongest trend in the dataset was the distinction between TCDD-treated (red annotation bars) and vehicle-treated (white annotation bars) animals. 

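Ugt2b, a UDP-glucuronosyltransferase, is among the genes that separate the lines from the parental strains. Its log2 signal in corn oil rats was 13.30 ± 0.43 (SD, n = 4) in LnA and 13.30 ± 0.18 in LnC, against 4.10 ± 0.17 in H/W and 3.89 ± 0.03 in L-E. Over the 2137 genes with a variance above 0.1, strain or line accounted for 37.4% of the variance of the 32 arrays, treatment for 29.3%, scan day for 23.2%, the division of LnA and LnC from H/W and L-E for 18.9% and the collective for 10.9%, each taken alone; these terms overlap, since strain or line contains the last pair and scan day goes partly with it. Strain or line and scan day divide the arrays into more groups than treatment does, so their shares do not compare directly with its share. Among the terms that divide the arrays into as many groups as treatment does, treatment held the largest share. Divisive clustering of these 2137 genes placed all 16 LnA and LnC arrays on one side of its first split and all 16 H/W and L-E arrays on the other. Its tree divided into 4 clusters gave TCDD and corn oil within each parentage (32 of 32 arrays), and into 8 clusters matched the 8 groups (32 of 32). Agglomerative clustering with complete linkage of the same genes separated TCDD from corn oil rats first (32 of 32), as did divisive clustering without replicate 3 of each group (24 of 24). With a variance above 0.01 (6791 genes) the first split followed parentage for 30 of 32 arrays. Since LnA and LnC were scanned on a day of their own, parentage and scan day cannot be told apart in these splits.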

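In corn oil rats the LnA arrays resembled the LnC arrays more than those of H/W, the strain with the same AHR. Over the 2137 genes, each centred and scaled over the 32 arrays, the mean correlation of the 16 pairs of LnA with LnC arrays was 0.254, against 0.0107 for LnA with H/W. LnC arrays had a mean correlation of 0.00234 with L-E arrays, and H/W arrays one of 0.182 with L-E arrays. In TCDD rats the values were 0.209 for LnA with LnC and 0.222 for H/W with L-E. H/W and L-E arrays of one treatment had a mean correlation of 0.246 when scanned on one day (14 pairs) and of 0.167 when scanned on different days (18 pairs). The log2 signal of Agtr1a, an angiotensin II receptor, in corn oil rats was 11.37 ± 0.21 (SD, n = 4) in H/W and 10.98 ± 0.19 in LnA, against 4.12 ± 0.48 in L-E and 4.31 ± 0.16 in LnC.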

The co-clustering of the two F_2 _crosses (LnA, dark blue; LnC, light blue) may indicate that their common parentage is a stronger determinant of their transcriptional profiles than is their sensitivity or resistance to TCDD toxicity. Further, this suggests that number of genes causally related to the hepatotoxicity (and possibly acute lethality) of TCDD is small compared with all other changes caused by TCDD in hepatic gene expression.

The extent of the overlap in transcriptional responses to TCDD among sensitive and resistant rat strains/lines was visualized using a two-way table (Table 1) and Venn diagrams (Figure 3). 

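Ahr itself, the receptor of TCDD, rose in LnC rats (log2 fold change 0.91, standard error 0.05, adjusted p = 0.000494 from limma), from a mean log2 signal of 2.15 to 3.07, both under the median signal of every array, so the size depends on the low end of the array scale. Its values were 1.48 in L-E (adjusted p = 0.0902), 0.63 in LnA (adjusted p = 0.276) and 0.48 in H/W rats (adjusted p = 0.561 from limma). Pc, the pyruvate carboxylase that feeds gluconeogenesis, fell in LnA rats (log2 fold change -0.91, standard error 0.07, adjusted p = 0.00103 from limma, and 0.0119 with the replicate number as a block). Of the 10411 genes tested, 340 (3.27%) were called in at least 1 strain/line and 10071 in none. Without replicate 1, 2, 3 or 4 of every group in turn the count was 53 to 85, and it was 61 with the replicate number as a block.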

Of the 8605 genes interrogated, 452 (5.3%) responded in at least one strain or line at a 1% false-discovery rate; 8153 genes did not respond to TCDD in any strain/line (Table 1). 

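Gadd45a, a growth arrest gene induced by DNA damage, rose in H/W rats (log2 fold change 3.26, standard error 0.38, adjusted p = 0.00877 from limma) and in LnC rats (3.35, standard error 0.36, adjusted p = 0.00396). Apcs, the serum amyloid P component, fell in L-E rats (log2 fold change -1.12, standard error 0.10, adjusted p = 0.00195 from limma) and in H/W rats (-0.86, standard error 0.08, adjusted p = 0.00276). Of the responsive genes, 95 (27.9%) were called in more than 1 strain/line. Pairs of strains/lines had in common 58 genes changed in the same direction (L-E and LnC), 50 (L-E and LnA), 38 (LnC and LnA), 26 (L-E and H/W), 23 (LnC and H/W) and 23 (H/W and LnA). Independent lists of these lengths would have in common 1.2, 1.13, 0.67, 0.433, 0.266 and 0.28 genes in that order. Gadd45a lost its call in H/W without any 1 array (adjusted p 0.0174 to 0.03) and in LnC without any but corn oil replicate 3 or TCDD replicate 1 (up to 0.0193), and Apcs lost it in H/W without any but corn oil replicate 2 or 3 or TCDD replicate 2 (up to 0.0155). Without replicate 1, 2, 3 or 4 of every group the count of 95 was 12 to 19, and it was 9 with the replicate number as a block.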

Of the 452 responsive genes only 144 (31.9%) were altered in more than one strain/line. Only 25 genes responded in all strains/lines, of which 20 were induced while only 5 were genes repressed. This direction of response is concordant with our previous finding that 70% of genes altered in common by TCDD in both mouse and rat are up-regulated [23].

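The genes called in all 4 strains/lines numbered 15, and 6 (4 higher, 2 lower) with the scan day as a block in the H/W and L-E fits, and 2 with the replicate number as a block. Of these, 13 rose: Aldh3a1, Cyp1a2, Cyp1b1, Nqo1 and Tiparp of the AHR-inducible genes, and Ceacam1, Csk, Eml4, Exoc3, Fam8a1, Fbxo31, Pkdcc and Ube4b. Grhpr and Slco1a1 fell. Fbxo31, a subunit of a ubiquitin ligase, rose by 1.84 (H/W), 1.89 (LnA), 2.37 (L-E) and 2.27 (LnC) on the log2 scale, with adjusted p = 0.00239, 7.14e-05, 0.000499 and 0.000729 from limma. Ube4b, another ubiquitin ligase, rose by 1.51, 1.77, 1.97 and 1.81 in the same order (adjusted p = 0.00503, 0.000224, 6.43e-05 and 0.000846 from limma). Pkdcc, a secreted kinase, rose by 2.50, 2.51, 2.60 and 2.23 (adjusted p = 0.00352, 1.81e-05, 0.00117 and 0.000823 from limma). In LnA, with the replicate number as a block, adjusted p was 0.0107 for Fbxo31, 0.0119 for Ube4b and 0.00474 for Pkdcc. Without 1 array the 3 genes lost their call only in H/W: Fbxo31 without TCDD replicate 1, 3 or 4 or corn oil replicate 1 (adjusted p up to 0.0132), Ube4b without any but corn oil replicate 2 (up to 0.0268) and Pkdcc without any but TCDD replicate 3 or corn oil replicate 3 or 4 (up to 0.0175).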

**Table 1:** Extent of overlap in transcript responses to TCDD among dioxin-sensitive and dioxin-resistant rat strains/lines

		Sensitive Collective Score				
		
		-2	-1	0	1	2
**Resistant Collective Score**	**-2**	5	1	1	0	0
	
	**-1**	14	18	7	0	0
	
	**0**	26	177	8153	94	17
	
	**1**	0	0	30	12	26
	
	**2**	0	0	2	2	20

To evaluate the overlap of significantly (p_adjusted _< 0.01) altered transcripts between the sensitive and resistant collectives we formed a two-way table. A TCDD-responsive score of -1 (repressed), 0 (unchanged), or +1 (induced) was assigned to each gene in each strain. The sum of the scores for the sensitive strains/lines form the columns and the sum of the scores for the resistant strains/lines are the rows. Each value corresponds to the number of genes that exhibited a significant response to TCDD treatment. For example, 20 genes are induced in both sensitive and both resistant strains/lines, while 5 genes are repressed in both of the sensitive strains/lines and both of the resistant strains/lines. Of the 8605 genes examined, 452 genes responded in at least 1 strain/line, while 8153 genes did not respond to TCDD in any rat strain/line.

**Figure 3:**
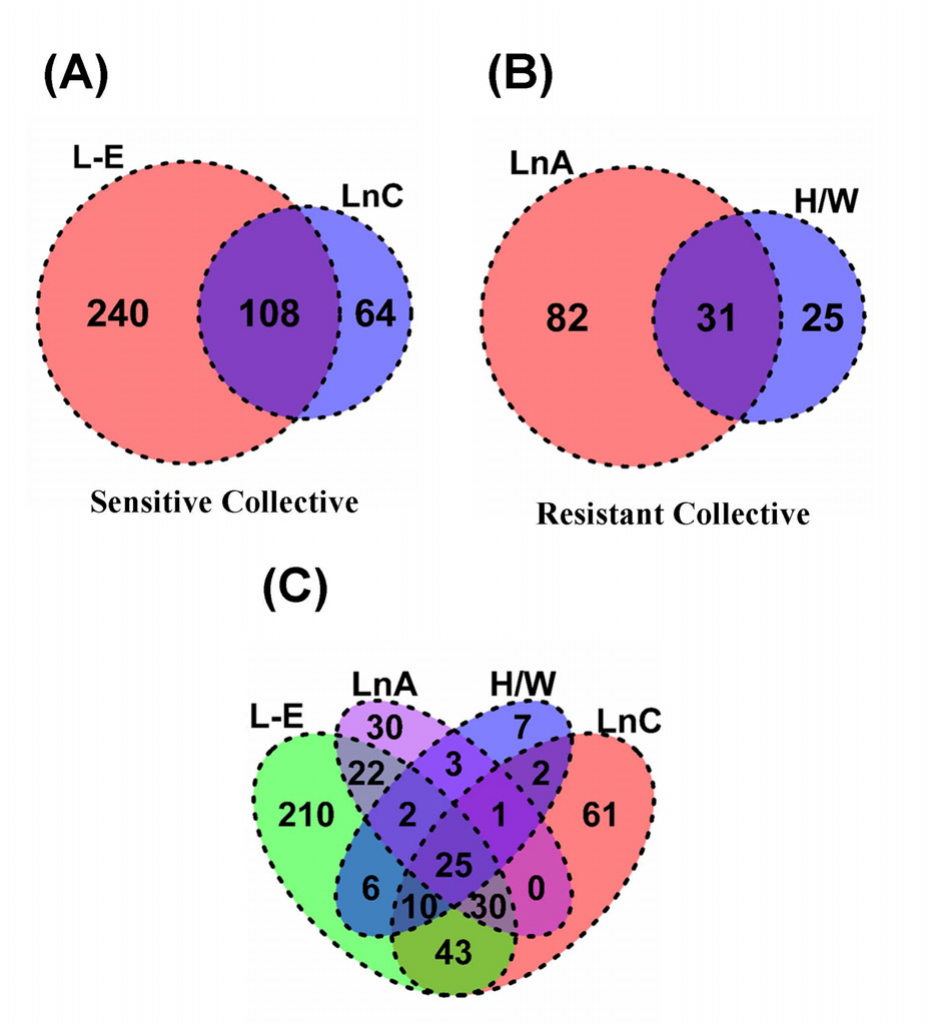
**Overlap of altered transcripts between rat strains/lines**. We generated Venn diagrams to visualize the overlap of significantly (p_adjusted _< 0.01) altered transcript responses to 100 μg/kg TCDD for 19 hours between the sensitive and resistant collectives: **(A) **across the sensitive collective, **(B) **across the resistant collective and **(C) **across all four strains/lines.

The sensitive collective exhibited a greater number of responsive genes (412) and a greater overlap of these genes among strains/lines within the collective (Figure 3A) than did the resistant collective (138 responsive genes; Figure 3B). However, the proportion of TCDD-responsive genes that overlapped within each collective to the total genes on the array that responded to TCDD in that collective did not differ between collectives (22.5% in the resistant vs. 26.2% in the sensitive collective, p = 0.44; proportion test).

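The sensitive collective had 274 responsive genes, of which 58 were called in both L-E and LnC, and the resistant collective had 134, of which 23 were called in both H/W and LnA. Zwint, a kinetochore protein, rose in L-E (log2 fold change 1.11, standard error 0.09, adjusted p = 0.00133 from limma) and in LnC (1.20, standard error 0.14, adjusted p = 0.00519), and had values of 0.85 (adjusted p = 0.0163) in H/W and 1.25 (adjusted p = 0.0337) in LnA. Maob, which encodes monoamine oxidase B, fell in L-E (-0.82, standard error 0.09, adjusted p = 0.00368 from limma) and in LnC (-0.61, standard error 0.05, adjusted p = 0.00181), with values of -0.66 (adjusted p = 0.0211) in H/W and -0.40 (adjusted p = 0.0111) in LnA. Without 1 array Zwint lost its call in LnC for any array but corn oil replicate 4 or TCDD replicate 1 (adjusted p up to 0.0228) and passed in H/W without TCDD replicate 2 (0.00954), and Maob lost it in L-E for any but corn oil replicate 2 (up to 0.0154). Without replicate 1, 2, 3 or 4 of every group the collectives had 41 to 70 and 16 to 29 responsive genes, and with the replicate number as a block 43 and 27.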

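Ceacam1, a cell adhesion molecule of the bile canaliculus, and Csk, a kinase that restrains Src, are among the genes called in both members of each collective. Ceacam1 rose by 0.95 in L-E and 1.29 in LnC, and by 1.48 in H/W and 1.36 in LnA, on the log2 scale (adjusted p = 0.000992, 0.000511, 0.00222 and 8.12e-05 from limma). Csk rose by 1.48, 1.43, 1.34 and 1.29 in the same order (adjusted p = 0.00458, 0.00704, 0.00066 and 0.00128 from limma). The share of a collective's responsive genes called in both of its members was 21.2% in the sensitive and 17.2% in the resistant collective (two-sided Fisher's exact test, p = 0.359). With the scan day as a block in the H/W and L-E fits the difference was 12.5 percentage points (Fisher's exact test, p = 0.00244). Genes called in both collectives enter both shares, among them the 15 called in all 4 strains/lines. The genes compared are therefore not independent, as Fisher's test takes them to be, and its p-values are approximate. Csk lost its call in L-E without any 1 array but TCDD replicate 2 (adjusted p up to 0.0186), in LnC without any but TCDD replicate 4 (up to 0.0327) and in LnA with the replicate number as a block (0.0107), and Ceacam1 lost it in H/W without corn oil replicate 1 or TCDD replicate 1, 2 or 4 (up to 0.0131).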

### Classification of Type-I vs. Type-II responses to TCDD

Identifying which of the 452 TCDD-responsive genes are most likely to be involved in major dioxin toxicities is challenging; we therefore exploited our genetic model. Each TCDD-responsive gene was classified according to the Type-I/Type-II TCDD response scheme previously developed for toxic endpoints [31].

Type-I responses to TCDD are those that are similar between dioxin-sensitive rat strains/lines and dioxin-resistant rat strains/lines. We considered genes that exhibited a statistically significant response to TCDD in all four strains/lines to be Type-I genes. By this definition 25 genes were classified as Type-I (Figure 3C; Score ± 4 in Table 1). These Type-I genes include well-known (Table 2) as well as novel TCDD-responsive genes (Additional File 1). 

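Of the 15 Type-I genes, 7 had an unadjusted p under 0.05 in limma's interaction of collective and TCDD, which tests whether the mean response differs between the collectives. Exoc3, a subunit of the exocyst that tethers secretory vesicles, rose by 3.19 in L-E (standard error 0.16, adjusted p = 0.000187 from limma) and 2.56 in LnC (standard error 0.30, adjusted p = 0.006), and by 2.34 in H/W (standard error 0.22, adjusted p = 0.00361) and 2.39 in LnA (standard error 0.13, adjusted p = 0.000202) on the log2 scale. The mean response of the sensitive collective exceeded that of the resistant one by 0.51 (adjusted p = 0.581 from limma's interaction of collective and TCDD over the 32 arrays). Fam8a1 rose by 2.75 in L-E, 2.51 in LnC, 2.42 in H/W and 1.24 in LnA (adjusted p = 4.56e-06, 0.00095, 0.000448 and 0.000624 from limma). Of the 15 genes, Fam8a1 was the 1 whose interaction passed the threshold, with a difference of 0.79 between the means of the collectives (adjusted p = 0.00508). This difference came mainly from LnA (1.24), since the response of H/W (2.42) lay near that of LnC (2.51). It therefore does not show that Fam8a1 responds differently in sensitive and resistant rats. The interaction was 1.51 for Cyp1b1 (adjusted p = 0.0237), 1.11 for Aldh3a1 (adjusted p = 0.0236), -1.62 for Nqo1 (adjusted p = 0.245), whose basal signal was lower in H/W than in the others, and 0.35 for Eml4 (adjusted p = 0.581 from the same fit). The corn oil signals of Cyp1b1 and Aldh3a1 lay near or under the median signal of the arrays, so these 2 differences depend on the low end of the array scale. Exoc3 lost its call in H/W without any 1 array but corn oil replicate 2 (adjusted p up to 0.0196) and in LnC without any but TCDD replicate 2 (up to 0.0234), Fam8a1 lost it in LnA with the replicate number as a block (0.0195), and its interaction ended without any 1 of 14 of the 32 arrays (corn oil replicate 1 or 3 or TCDD replicate 4 of L-E or H/W, corn oil replicate 2 or 4 or TCDD replicate 1, 2 or 4 of LnA, corn oil replicate 1 or 3 or TCDD replicate 2 of LnC; adjusted p up to 0.0132). Without replicate 1, 2, 3 or 4 of every group, 2 genes were called in all 4 strains/lines each time.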

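Slco1a1, an organic anion transporter of the hepatocyte, fell in all 4 strains/lines. Its log2 fold change was -1.06 in L-E (standard error 0.09, adjusted p = 0.00174 from limma), -0.98 in LnC (standard error 0.07, adjusted p = 0.000823), -0.91 in H/W (standard error 0.07, adjusted p = 0.00188) and -1.17 in LnA (standard error 0.12, adjusted p = 0.00337). Grhpr, the glyoxylate and hydroxypyruvate reductase, fell by 0.86, 0.78, 0.84 and 0.58 on the log2 scale in the same order (adjusted p = 0.00368, 0.000846, 0.0042 and 0.00423 from limma). The other 13 Type-I genes (86.7% of 15) were higher after TCDD, among them Eml4, a microtubule-associated protein, which rose by 2.68 in L-E, 2.02 in LnC, 2.27 in H/W and 1.74 in LnA (adjusted p = 0.00229, 0.00144, 0.0095 and 0.000418 from limma). With every array centred on its median the class held 6 genes, all higher, and with quantile normalization 7 higher and 2 lower. Without 1 array the call of Slco1a1 ended in LnA for any but corn oil replicate 1 or 4 (adjusted p up to 0.0159, and 0.0322 with the replicate number as a block), that of Eml4 in H/W for any but TCDD replicate 3 (up to 0.0437) and in L-E for TCDD replicate 1 or 4 (up to 0.011), and that of Grhpr in H/W for any but corn oil replicate 3 or 4 (up to 0.022), in L-E for any but TCDD replicate 2 or 4 (up to 0.0145) and in LnA for any but TCDD replicate 3 or 4 (up to 0.0195, and 0.0365 with the block).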

The vast majority of Type-I genes (20/25) were up-regulated by TCDD (score +4 in Table 1). 

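Cyp1a1, a cytochrome P450 that oxidizes aromatic hydrocarbons, rose in L-E (log2 fold change 10.55, standard error 0.99, adjusted p = 0.0022 from limma), in LnC (9.45, standard error 0.66, adjusted p = 0.000823) and in LnA rats (8.73, standard error 1.11, adjusted p = 0.00831). In H/W rats its log2 fold change was 10.47 (standard error 1.35, adjusted p = 0.0142 from limma). Aldh3a1, an aldehyde dehydrogenase, rose by 11.14 in L-E (standard error 0.18, adjusted p = 5.92e-07 from limma), 10.36 in LnC (standard error 0.10, adjusted p = 1.09e-08), 9.83 in H/W (standard error 0.28, adjusted p = 1.18e-05) and 9.45 in LnA (standard error 0.20, adjusted p = 1.58e-06). The geometric mean of the 4 fold changes was 892 for Cyp1a1 and 1174 for Aldh3a1. The log2 signal of Aldh3a1 in corn oil rats lay between 2.82 ± 0.35 (SD, n = 4) in L-E and 3.60 ± 0.59 in H/W, at or under the median signal of the arrays, and after TCDD between 12.28 ± 0.29 in LnA and 13.96 ± 0.17 in L-E. Fold changes against signals this low depend on the low end of the array scale and are no exact inductions. Leaving out any 1 array ended none of the 4 calls of Aldh3a1 (adjusted p up to 0.00036 from limma). For Cyp1a1 the LnA call ended without any 1 array but corn oil replicate 1 (adjusted p up to 0.029) and with the replicate number as a block (0.0402), the L-E call without TCDD replicate 1 or 4 (up to 0.0111), and H/W passed without corn oil replicate 3 (4.6e-07).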

For some Type-I genes the magnitude of induction was very large, including ~90-fold induction of *CYP1A1 *mRNA and ~75-fold induction of *ALDH3A1 *mRNA.

**Table 2:** Known dioxin-inducible genes

Resistant Collective				Sensitive Collective						
			
H/W		LnA		L-E		LnC				
**FC log_2_**	**p_adj_**	**FC log_2_**	**p_adj_**	**FC log_2_**	**p_adj_**	**FC log_2_**	**p_adj_**	**Gene ID**	**Symbol**	**Full Name**

6.3	3.2 × 10^-9^	5.4	8.2 × 10^-8^	6.8	2.2 × 10^-12^	6.2	8.9 × 10^-10^	25375	*Aldh3a1*	aldehyde dehydrogenase 3 family, member A1
6.4	1.3 × 10^-4^	6.1	1.0 × 10^-6^	6.6	3.3 × 10^-8^	6.4	1.8 × 10^-9^	24296	*Cyp1a1*	cytochrome P450, family 1, subfamily a, polypeptide 1
1.2	2.0 × 10^-5^	1.2	1.6 × 10^-5^	1.1	1.5 × 10^-6^	1.1	1.9 × 10^-5^	24297	*Cyp1a2*	cytochrome P450, family 1, subfamily a, polypeptide 2
3.9	6.8 × 10^-5^	3.5	4.9 × 10^-7^	5.3	4.4 × 10^-6^	4.9	7.8 × 10^-6^	25426	*Cyp1b1*	cytochrome P450, family 1, subfamily b, polypeptide 1
1.2	4.4 × 10^-3^	1.1	1.9 × 10^-3^	1.9	3.8 × 10^-4^	1.4	1.9 × 10^-3^	83619	*Nfe2l2*	nuclear factor, erythroid derived 2, like 2
3.7	3.2 × 10^-5^	2.5	1.4 × 10^-4^	2.4	4.9 × 10^-5^	2.6	4.5 × 10^-5^	24314	*Nqo1*	NAD(P)H dehydrogenase, quinone 1
2.3	1.2 × 10^-3^	1.8	1.3 × 10^-3^	2.5	1.6 × 10^-4^	2.2	1.7 × 10^-4^	310467	*Tiparp*	TCDD-inducible poly(ADP-ribose) polymerase

Transcriptional responses after 19-hour TCDD exposure in the four rat strains/lines were identified using Affymetrix RAE230A arrays followed by data pre-processing and statistical testing using linear models. Twenty-five Type-I genes (similar response to TCDD in all four strains/lines) were identified. These included several well-established AHR-regulated and dioxin-inducible genes, supporting the validity of the array experiments. 

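Nqo1, a quinone reductase, rose in L-E (log2 fold change 3.11, standard error 0.24, adjusted p = 0.00117 from limma), LnC (3.34, standard error 0.27, adjusted p = 0.00124), LnA (3.40, standard error 0.38, adjusted p = 0.00547) and H/W rats (6.29, standard error 0.61, adjusted p = 0.00361). The H/W value starts from a lower signal: in corn oil rats Nqo1 had 5.16 ± 1.31 (SD, n = 4) in H/W, 8.70 ± 0.84 in LnA, 8.82 ± 0.56 in LnC and 9.42 ± 0.49 in L-E, and after TCDD 11.45 ± 0.39, 12.10 ± 0.12, 12.16 ± 0.18 and 12.53 ± 0.14. Nfe2l2, which encodes the NRF2 transcription factor, rose in L-E (2.17, standard error 0.22, adjusted p = 0.00316 from limma), LnC (1.71, standard error 0.18, adjusted p = 0.00383) and LnA (1.38, standard error 0.18, adjusted p = 0.00822), and its value in H/W was 1.46 (adjusted p = 0.0163). Of 8 measured genes of a list of AHR target genes, 7 rose in L-E, LnC and LnA and 5 in H/W, and none fell (7 higher in each strain/line when adjusted over the list alone; 2 in LnA with the replicate number as a block). The member that passed in no strain/line was Cyp2s1. As a set the list was higher than the other genes in each strain/line, by limma's camera with adjusted p = 5.38e-13 (L-E), 1.52e-18 (LnC), 2.59e-16 (LnA) and 1.73e-20 (H/W), and 0.00288, 0.00103, 0.00167 and 0.004 with an estimated correlation. With the arrays divided in other ways, camera with its preset correlation called up to 40 of 100 list tests, against 45 for the real division. A list that passes with the preset correlation alone, here or below, is therefore weak evidence of a response to TCDD. The 7 other members are the 7 genes that the paper lists as known to be inducible by dioxin, of which 7 rose in L-E, LnC and LnA and 5 in H/W. The paper chose those on these samples, so neither list is independent evidence. Leaving out any 1 array ended the call of Nqo1 in H/W (any but corn oil replicate 1 or 2, adjusted p up to 0.0189) and LnA (any but corn oil replicate 1, up to 0.0204), and that of Nfe2l2 in LnA (any, up to 0.0293), L-E (any but TCDD replicate 2, up to 0.0135) and LnC (any but corn oil replicate 4 or TCDD replicate 2, up to 0.0159), and Nfe2l2 passed in H/W without TCDD replicate 3 (0.00284). In LnA the block by replicate number gave 0.0331 for Nqo1 and 0.0251 for Nfe2l2.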

For each strain/line, the fold-change (FC in log_2 _space) in mRNA levels between treated and control rats as well as the significance levels are presented.

Type-II responses to TCDD are those that differ between dioxin-sensitive rats and dioxin-resistant rats. Genes that responded to TCDD exposure in a statistically significant manner in both members of one collective but neither of the strains/lines in the other collective are classified as Type-II genes. 

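The genes called in the same direction in both members of 1 collective and in neither of the other numbered 27: 22 in the sensitive rats and 5 in the resistant rats. The 22 are Acot12, Acy3, Aspg, Ass1, Atp5f1c, Atp5pd, Bri3, Col18a1, Cyfip2, Glud1, Gstk1, Hm13, Larp1b, Maob, Mtus1, Nfib, Prpsap1, Rdx, Slc25a15, Tgfbi, Xpnpep2 and Zwint. Ass1, Glud1 and Slc25a15 encode enzymes and a carrier of nitrogen disposal, and Atp5f1c and Atp5pd subunits of the mitochondrial ATP synthase. Hm13, the signal peptide peptidase, rose in L-E (log2 fold change 1.32, adjusted p = 0.0017 from limma) and LnC (0.96, adjusted p = 0.00238). Each of the 27 genes had the same sign in all 4 strains/lines. Limma's interaction of collective and TCDD over the 32 arrays, which tests whether the mean response differs between the collectives, passed the threshold for 4 of them (Cyfip2, Mtus1, Slc17a1 and Slc25a15) and was under an unadjusted p of 0.05 for 14. Over all 10411 genes it called 10 and had an unadjusted p under 0.05 for 826. Hm13 lost its call in LnC without corn oil replicate 3 or TCDD replicate 2 or 3 (adjusted p up to 0.0118). Without replicate 1, 2, 3 or 4 of every group the class held 1 to 6 genes, and 0 genes when limma was run with the replicate number as a block.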

By this classification, 46 genes exhibited Type-II responses (Figure 3C; Score ± 2 & 0 in both ways in Table 1). Of these, only three were altered in resistant rats but not in sensitive rats (*Il1r1*, *Phyh*, *Hacl1*). 

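Slc17a1, a phosphate and urate transporter of the hepatocyte and kidney, rose in H/W (log2 fold change 1.49, standard error 0.09, adjusted p = 0.000483 from limma) and LnA rats (2.08, standard error 0.19, adjusted p = 0.00221), with 0.17 (standard error 0.11, adjusted p = 0.53) in L-E and 0.04 (standard error 0.16, adjusted p = 1) in LnC. Its response was smaller in the sensitive collective by 1.68 on the log2 scale (interaction -1.68, standard error 0.15, adjusted p = 3.13e-07 from limma). Hacl1, a lyase of peroxisomal alpha-oxidation, fell in H/W (-1.63, standard error 0.12, adjusted p = 0.00135 from limma) and LnA (-1.41, standard error 0.17, adjusted p = 0.00774), with -1.43 (standard error 0.43, adjusted p = 0.111) in L-E and -1.84 (standard error 0.40, adjusted p = 0.0561) in LnC. Its interaction was -0.12 (adjusted p = 0.869). The other 3 genes called in both resistant and in neither of the sensitive strains/lines were Stk24, a kinase (2.23 in H/W and 3.72 in LnA against 2.23 in L-E and 3.52 in LnC), Hal, the histidine ammonia-lyase (-1.08 and -1.12 against -1.10 and -0.87), and Abhd4 (0.51 and 0.52 against 0.36 and 0.26), with adjusted p = 0.937, 0.734 and 0.581 for their interactions from limma. In LnA, with the replicate number as a block, adjusted p was 0.0178 for Slc17a1, 0.0231 for Hacl1, 0.0633 for Stk24, 0.0112 for Hal and 0.0431 for Abhd4. With 1 array left out the LnA call of Slc17a1 ended for corn oil replicate 2 or 3 or TCDD replicate 3 (up to 0.0103), that of Hacl1 for any but corn oil replicate 1 (up to 0.0305), the H/W calls of Stk24 and Abhd4 for any but corn oil replicate 3 (up to 0.0437 and 0.0347) and of Hal for any but corn oil replicate 4 (up to 0.0282), and the LnA calls of Stk24 for any but corn oil replicate 1 (up to 0.03), of Abhd4 for any but TCDD replicate 3 (up to 0.0304) and of Hal for corn oil or TCDD replicate 3 (up to 0.0137). Hal passed in L-E without TCDD replicate 2 (0.00139).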

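Cyfip2, which regulates actin assembly, rose in L-E (log2 fold change 2.35, standard error 0.20, adjusted p = 0.0017 from limma) and LnC rats (2.19, standard error 0.21, adjusted p = 0.00254), with 0.60 (adjusted p = 0.54) in H/W and 0.11 (adjusted p = 0.749) in LnA. Its interaction of collective and TCDD was 1.91 (standard error 0.24, adjusted p = 0.000157 from limma). The mean signal of Cyfip2 in corn oil rats was 2.96 to 3.11, under the median signal of every array, so the size of these values depends on the low end of the array scale. Mtus1, a microtubule-associated growth inhibitor, fell in L-E (-1.06, standard error 0.05, adjusted p = 0.00017 from limma) and LnC (-1.30, standard error 0.08, adjusted p = 0.000494), with -0.37 in both H/W and LnA. Its interaction was -0.81 (standard error 0.11, adjusted p = 0.000237 from limma). Slc25a15, the mitochondrial ornithine carrier of the urea cycle, fell in LnC (-0.97, standard error 0.07, adjusted p = 0.000846 from limma) and L-E (-0.62, standard error 0.09, adjusted p = 0.00906), with -0.25 in H/W and -0.12 in LnA, and an interaction of -0.61 (adjusted p = 0.00194 from limma). Aspg, an asparaginase, fell in L-E (-4.45, standard error 0.31, adjusted p = 0.000852 from limma) and LnC (-3.46, standard error 0.12, adjusted p = 3.57e-05). Its values were -3.46 (adjusted p = 0.0155) in H/W and -2.72 (adjusted p = 0.0115) in LnA, and the interaction was -0.87 (adjusted p = 0.581 from limma), with a mean signal after TCDD of 2.62 to 2.67 in L-E, LnC and LnA, also under that median. All 22 genes had a larger mean response in the sensitive than in the resistant rats, as a class defined by its calls in sensitive rats tends to have. Without 1 array the call of Cyfip2 in LnC ended for any but TCDD replicate 1 or 2 (adjusted p up to 0.0149) and that of Slc25a15 in L-E for any (up to 0.0286), whereas none of the 32 arrays ended the interactions of Cyfip2, Mtus1, Slc25a15 or Slc17a1. The interaction of Mtus1 did not pass for the mean of its probe sets.

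**Figure D1:**
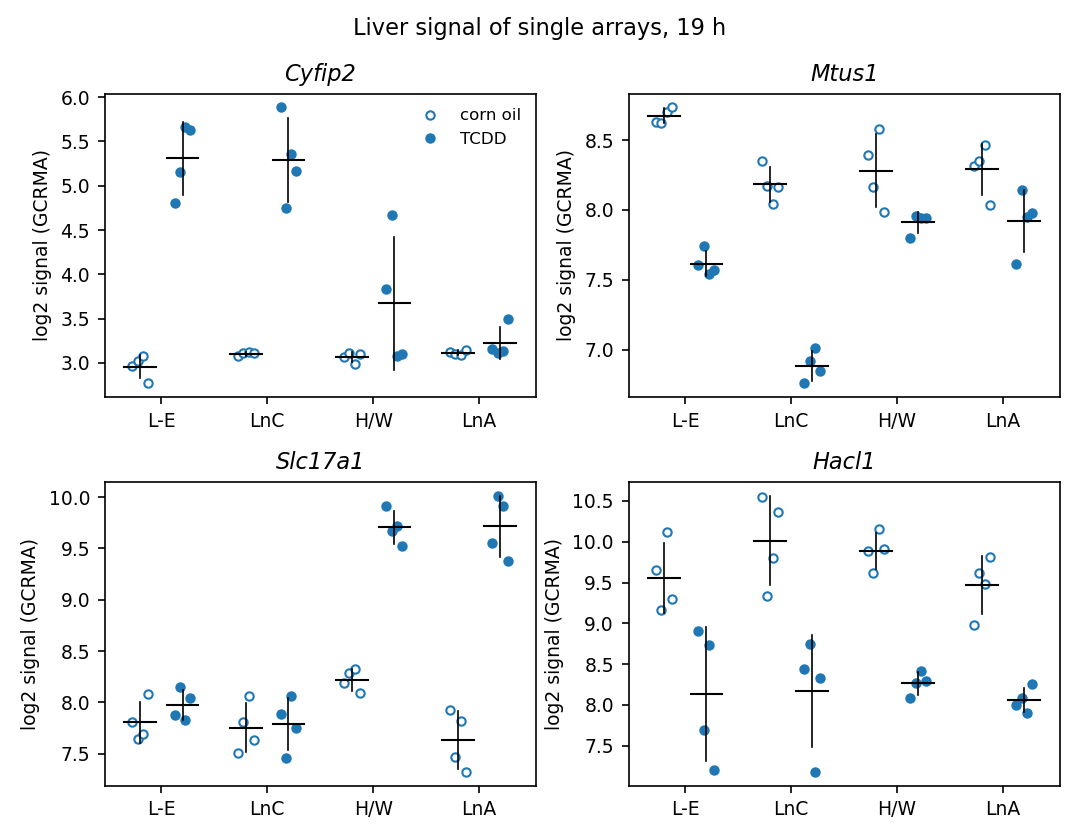
Log2 signal (vertical axis, log2 GCRMA units, axis not starting at 0) of Cyfip2, Mtus1, Slc17a1 and Hacl1 in livers of corn oil rats (open points) and TCDD rats (filled points) of 4 strains/lines at 19 h. Each point is 1 array, horizontal lines are group means and vertical bars SDs (n = 4). The group means of Cyfip2 and Mtus1 lie furthest apart in L-E and LnC and those of Slc17a1 in H/W and LnA, and the Hacl1 points of corn oil rats lie above the TCDD mean in each strain/line.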

The remaining 43 genes were specifically altered only in dioxin-sensitive rats. In contrast to the 80% upregulation of Type-I genes, 61% (28/46) of Type-II genes were downregulated by TCDD.

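Nfib, a transcription factor of the nuclear factor I family, fell in L-E (log2 fold change -1.08, adjusted p = 0.00317 from limma) and LnC (-1.57, adjusted p = 0.000992). Larp1b, an RNA-binding protein, fell in L-E (-1.35, adjusted p = 0.00184) and LnC (-0.63, adjusted p = 0.00337 from limma). Gstk1, a mitochondrial and peroxisomal glutathione S-transferase, fell in L-E (-1.01, adjusted p = 0.00203) and LnC (-0.55, adjusted p = 0.00654 from limma). Of the 27 Type-II genes, 18 (66.7%) fell and 9 rose, and of the 15 Type-I genes 2 fell and 13 rose; the shares differed (two-sided Fisher's exact test, p = 0.00121), a difference that was lost with quantile normalization (p = 0.24; Type-I 7 higher and 2 lower) and with the scan day (p = 0.378) or the replicate number as a block (p = 1; 2 Type-I and 0 Type-II genes), and without replicate 1, 2, 3 or 4 of every group (p = 1, 0.464, 0.4 and 1), where few genes were left in either class. With quantile normalization the Type-II genes were 13 lower and 12 higher, and with median centring 13 lower and 9 higher. Without 1 array Nfib lost its call in L-E for corn oil replicate 3 or TCDD replicate 4 (adjusted p up to 0.0142), Larp1b in LnC for any but corn oil replicate 1 or TCDD replicate 1 (up to 0.0144) and Gstk1 in LnC for any (up to 0.023).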

### Validation by real-time RT-PCR

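Cyp1b1 rose by 9.49 in L-E (standard error 0.32, adjusted p = 4e-05 from limma), 8.85 in LnC (standard error 0.30, adjusted p = 3.57e-05), 7.87 in H/W (standard error 0.26, adjusted p = 1.84e-05) and 7.43 in LnA (standard error 0.22, adjusted p = 9.63e-06) on the log2 scale. Its mean log2 signal in corn oil rats was 3.44 to 3.84, near the median signal of the arrays, so these values are no exact inductions. Cyp1a2, a cytochrome P450 that is abundant in untreated liver, rose by 1.27, 1.30, 1.30 and 1.38 in the same order (adjusted p = 0.000149, 0.000445, 0.000483 and 0.00142 from limma). Tiparp, an ADP-ribosyltransferase, rose by 4.32 in L-E, 4.05 in LnC, 4.37 in H/W and 3.08 in LnA (adjusted p = 0.00184, 0.00256, 0.00208 and 0.00778 from limma). The calls of Cyp1b1 and Cyp1a2 remained when any 1 array was left out; with the replicate number as a block the adjusted p of Cyp1a2 in LnA was 0.0138. Those of Tiparp ended in LnA without any 1 array (adjusted p up to 0.0277, and 0.0195 with the block) and in H/W and LnC without corn oil replicate 1 or TCDD replicate 2 or 4 (up to 0.0132 and 0.0149).

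**Figure D2:**
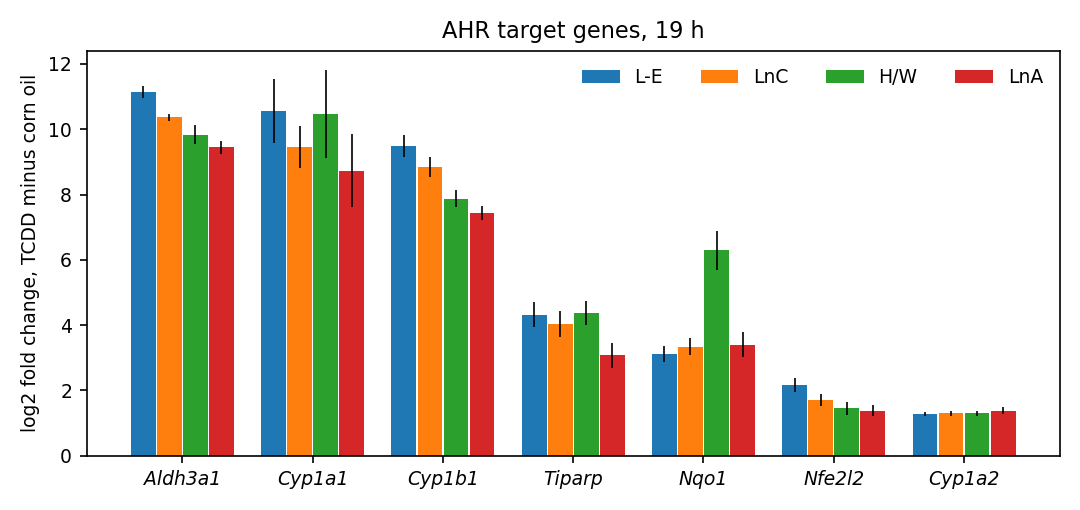
Log2 fold change after 19 h of TCDD (vertical axis, log2 units, from 0) of 7 AHR target genes in 4 strains/lines (colours). Bars are the limma estimates from 4 TCDD and 4 corn oil rats and error lines their standard errors. Aldh3a1, Cyp1a1 and Cyp1b1 have the tallest bars and Cyp1a2 and Nfe2l2 the shortest.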

The validity of our array experiments to identify effects of TCDD on mRNA levels is supported by the facts that well-established dioxin-inducible genes were identified (e.g. *CYP1A1*, *CYP1A2, CYP1B1 *and *Tiparp*; Table 2) and there is overlap between our current list of responsive genes and genes previously reported to be affected by AHR-ligands in other array experiments [15,17].

To further assess the validity of our array results we employed real-time RT-PCR to evaluate effects of TCDD on mRNA levels. Genes were selected for RT-PCR analysis to span a wide range of magnitudes of response (fold-change in log_2_: high > 4; medium 2-4; low < 2; or no response). To this end, both array (Table 2) and RT-PCR analyses (Figure 4) showed a high magnitude of TCDD-mediated induction of the prototypical responsive/AHR-activated gene *CYP1A1 *[13,32,33]. 

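The log2 signal of Cyp1a1 rose from 3.98 ± 2.15 (SD, n = 4) in corn oil to 14.53 ± 0.10 in TCDD rats in L-E, from 5.06 ± 1.43 to 14.51 ± 0.15 in LnC and from 5.70 ± 2.49 to 14.42 ± 0.12 in LnA. In H/W rats the signals were 4.07 ± 3.03 (SD, n = 4) and 14.53 ± 0.08. In each strain/line every TCDD array lay above every corn oil array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Of the 4 H/W corn oil rats, replicate 3 had a Cyp1a1 signal of 8.60 and the others 2.38 to 2.89. The response of Cyp1a1 differed between the collectives by 0.41 on the log2 scale (interaction of limma, adjusted p = 0.865). By RT-PCR the paper did not detect CYP1A1 mRNA in control rats (Fig. 4).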

Further, *CYP7A1* and *Chka* exhibited medium magnitudes of response to TCDD in both collectives as evidenced by RT-PCR assays (Figure 4) as well as, array experiments (Additional File 1). 

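Chka, the choline kinase of phosphatidylcholine synthesis, rose in H/W (log2 fold change 2.82, standard error 0.23, adjusted p = 0.00188 from limma) and L-E rats (2.89, standard error 0.32, adjusted p = 0.00394). Its values in LnC and LnA were 2.20 (adjusted p = 0.0193) and 1.91 (adjusted p = 0.0175 from limma), and the collectives differed by 0.18 (interaction, adjusted p = 0.786). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, passed the test in no strain/line: its log2 fold change was -5.43 in LnC (standard error 1.00, adjusted p = 0.0338 from limma), -5.01 in H/W (standard error 1.57, adjusted p = 0.232), -4.59 in L-E (standard error 1.41, adjusted p = 0.118) and -1.91 in LnA (standard error 1.49, adjusted p = 0.756). The log2 signal of Cyp7a1 was uneven between TCDD rats of a strain/line, with 3.56 ± 1.58 (SD, n = 4) in LnC, 4.59 ± 2.82 in L-E, 5.12 ± 3.51 in H/W and 7.03 ± 3.11 in LnA. In H/W, TCDD replicate 3 had a signal of 10.38 and the others 3.00 to 3.57, and without that array the adjusted p was 0.000159. Chka lost its call in H/W without corn oil replicate 1 or TCDD replicate 4 (adjusted p up to 0.0107) and in L-E without any 1 array but corn oil replicate 1 or 4 or TCDD replicate 2 (up to 0.0154).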

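Selenbp1, a selenium-binding protein, rose in L-E (log2 fold change 2.43, standard error 0.12, adjusted p = 0.000187 from limma), LnC (2.08, standard error 0.19, adjusted p = 0.00186) and LnA rats (1.90, standard error 0.10, adjusted p = 0.000194). Its value in H/W was 1.62 (standard error 0.21, adjusted p = 0.0146 from limma). Per2, a gene of the circadian clock, rose in L-E (5.30, standard error 0.36, adjusted p = 0.000804 from limma) from a mean signal of 3.24, under the median signal of every array, so the size depends on the low end of the array scale. Its values were 3.45 (standard error 0.77, adjusted p = 0.0606) in LnC, 3.45 (standard error 0.92, adjusted p = 0.159) in H/W and 2.63 (standard error 0.60, adjusted p = 0.067) in LnA. The responses of the collectives differed by 0.49 for Selenbp1 (interaction of limma, adjusted p = 0.482) and by 1.34 for Per2 (adjusted p = 0.581). Selenbp1 lost its call in LnC without corn oil replicate 1 (adjusted p = 0.0115 from limma) and in LnA with the replicate number as a block (0.0107).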

*Selenbp1* and *Per2* showed low magnitudes of TCDD-mediated induction in both collectives as evidenced by array experiments (Additional File 1) and slightly higher magnitudes of induction by RT-PCR assays (Figure 4). *Elov6* exhibited significant induction in the dioxin-sensitive collective but not in the resistant collective as assayed both by array (Table 3) and RT-PCR (Figure 4). 

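Elovl6, an elongase of long-chain fatty acids, rose in L-E rats from a log2 signal of 4.48 ± 0.35 (SD, n = 4) to 8.01 ± 0.43. The log2 fold change was 3.53 (standard error 0.25, adjusted p = 0.000931 from limma), and leaving out any 1 array kept the call (adjusted p up to 0.00503). In LnC it was 1.69 (standard error 0.34, adjusted p = 0.0423 from limma), in LnA 2.34 (standard error 0.86, adjusted p = 0.257) and in H/W 1.05 (standard error 0.73, adjusted p = 0.595). The difference between the responses of the collectives was 0.92 (interaction of limma over the 32 arrays, adjusted p = 0.581).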

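Klf10, a transcription factor induced by TGF-beta, had log2 fold changes of -1.48 in L-E (standard error 0.50, adjusted p = 0.155 from limma), -0.68 in LnC (standard error 0.32, adjusted p = 0.405), -0.42 in H/W (standard error 0.23, adjusted p = 0.539) and -1.29 in LnA (standard error 0.53, adjusted p = 0.322). Pik3r1, a regulatory subunit of phosphoinositide 3-kinase, had 0.01 in L-E (standard error 0.06, adjusted p = 0.956 from limma), -0.01 in LnC (standard error 0.02, adjusted p = 1), -1.21 in H/W (standard error 0.50, adjusted p = 0.39) and -0.28 in LnA (standard error 0.17, adjusted p = 0.606). Neither gene passed the test in any strain/line. The mean signals of Pik3r1 in L-E, LnC and LnA were 2.27 to 2.68, under the median signal of every array. A fall of Pik3r1 there could not have been seen. Of the 9 genes that the paper measured by RT-PCR and that have a probe set, 5 rose and 1 fell in L-E, 2 rose in LnC, 2 rose and 1 fell in LnA (0 called with the replicate number as a block) and 1 rose in H/W. When adjusted over the list alone, 5 rose and 1 fell in L-E, 5 rose and 2 fell in LnC, 4 rose and 1 fell in LnA and 3 rose and 1 fell in H/W. The paper chose these genes on the same samples, so the counts are not independent evidence.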

TCDD had no significant effect on mRNA levels for *Klf10* or *Pik3r1* as assayed either by RT-PCR (Figure 4) or by gene array (Additional File 1).

**Table 3:** Type-II gene responses 19 hours after TCDD exposure

Resistant Collective				Sensitive Collective						
			
H/W		LnA		L-E		LnC				
**FC log_2_**	**p_adj_**	**FC log_2_**	**p_adj_**	**FC log_2_**	**p_adj_**	**FC log_2_**	**p_adj_**	**Gene ID**	**Symbol**	**Full Name**

-0.3	7.3 × 10^-2^	-0.4	1.1 × 10^-2^	-0.7	5.7 × 10^-4^	-0.3	3.0 × 10^-3^	25368	*Adk*	adenosine kinase
0.4	2.2 × 10^-2^	0.2	5.6 × 10^-2^	0.6	6.2 × 10^-3^	0.4	4.8 × 10^-3^	305338	*Apbb2*	amyloid beta (A4) precursor protein-binding, family B, member 2
-0.4	1.4 × 10^-1^	-0.3	6.8 × 10^-2^	-0.8	1.5 × 10^-3^	-0.5	2.9 × 10^-3^	25698	*Ass1*	argininosuccinate synthetase 1
0.3	7.3 × 10^-2^	0.4	1.1 × 10^-2^	0.4	7.3 × 10^-3^	0.4	1.4 × 10^-3^	116550	*Atp5c1*	ATP synthase, H+ transporting, mitochondrial F1 complex, gamma polypeptide 1
-0.9	6.5 × 10^-2^	-0.6	4.8 × 10^-2^	-0.9	4.3 × 10^-3^	-0.8	4.5 × 10^-3^	64828	*B4galnt1*	beta-1,4-N-acetyl-galactosaminyl transferase 1
0.3	1.6 × 10^-1^	0.2	6.0 × 10^-2^	0.6	4.3 × 10^-3^	0.7	1.5 × 10^-3^	113948	*Bbs2*	Bardet-Biedl syndrome 2 homolog (human)
0.3	3.0 × 10^-1^	0.5	5.7 × 10^-2^	0.5	1.0 × 10^-3^	0.6	2.2 × 10^-3^	292027	*Cfdp1*	craniofacial development protein 1
-0.2	2.3 × 10^-1^	-0.3	7.1 × 10^-2^	-0.6	1.0 × 10^-3^	-0.6	1.5 × 10^-3^	85251	*Col18a1*	collagen, type XVIII, alpha 1
-0.3	3.2 × 10^-1^	-0.5	6.6 × 10^-2^	-0.9	1.7 × 10^-4^	-0.4	9.4 × 10^-3^	266682	*Cyp3a2*	cytochrome P450, family 3, subfamily a, polypeptide 2
-0.4	2.8 × 10^-1^	-0.5	3.3 × 10^-2^	-0.9	7.8 × 10^-5^	-0.5	2.2 × 10^-3^	286904	*Cyp4f4*	cytochrome P450, family 4, subfamily f, polypeptide 4
0.4	1.2 × 10^-2^	0.2	5.0 × 10^-2^	0.4	1.2 × 10^-3^	0.4	3.5 × 10^-3^	362912	*Derl1*	Der1-like domain family, member 1
0.6	6.6 × 10^-2^	0.3	2.3 × 10^-2^	0.6	1.7 × 10^-3^	0.6	6.5 × 10^-4^	691956	*Derl2*	Der1-like domain family, member 2
-0.4	1.5 × 10^-1^	-0.3	1.0 × 10^-1^	-0.4	5.9 × 10^-3^	-0.5	9.7 × 10^-3^	25313	*Egf*	epidermal growth factor
0.3	6.3 × 10^-1^	1.1	2.0 × 10^-1^	1.2	3.3 × 10^-4^	0.6	9.8 × 10^-3^	171402	*Elovl6*	ELOVL family member 6, elongation of long chain fatty acids (yeast)
-0.3	2.9 × 10^-1^	-0.3	7.2 × 10^-2^	-0.7	1.0 × 10^-3^	-0.5	9.4 × 10^-3^	29580	*Fdft1*	farnesyl diphosphate farnesyl transferase 1
-0.3	3.7 × 10^-1^	-0.3	4.3 × 10^-2^	-0.7	4.2 × 10^-4^	-0.4	4.1 × 10^-3^	297029	*Gstk1*	glutathione S-transferase kappa 1
-0.5	9.3 × 10^-2^	-0.2	1.8 × 10^-1^	-0.7	6.9 × 10^-3^	-0.4	3.0 × 10^-3^	81869	*Gstm7*	glutathione S-transferase, mu 7
-1.3	7.2 × 10^-3^	-1.0	1.1 × 10^-3^	-1.1	3.4 × 10^-2^	-1.2	1.2 × 10^-2^	85255	*Hacl1*	2-hydroxyacyl-CoA lyase 1
-0.2	6.3 × 10^-1^	-0.3	1.8 × 10^-1^	-0.7	6.5 × 10^-4^	-0.7	2.2 × 10^-3^	24439	*Hagh*	hydroxyacyl glutathione hydrolase
-0.6	2.5 × 10^-2^	-0.2	2.1 × 10^-1^	-0.6	2.7 × 10^-3^	-0.7	4.7 × 10^-3^	25116	*Hsd11b1*	hydroxysteroid 11-beta dehydrogenase 1
0.5	1.5 × 10^-1^	0.3	1.1 × 10^-1^	0.9	1.0 × 10^-3^	0.6	4.8 × 10^-3^	84013	*Hsd17b12*	hydroxysteroid (17-beta) dehydrogenase 12
1.4	5.1 × 10^-3^	0.5	3.9 × 10^-3^	0.7	4.3 × 10^-2^	0.9	1.5 × 10^-2^	25663	*Il1r1*	interleukin 1 receptor, type I
-0.6	3.7 × 10^-2^	-0.3	1.8 × 10^-1^	-0.7	3.8 × 10^-3^	-0.8	6.1 × 10^-4^	690745	*LOC690745*	MOCO sulphurase C-terminal domain containing-like
0.2	8.5 × 10^-1^	-0.5	4.2 × 10^-2^	-0.8	8.5 × 10^-4^	-0.5	4.8 × 10^-3^	497794	*Mug1*	murinoglobulin 1
-0.4	8.6 × 10^-2^	-0.4	4.1 × 10^-2^	-0.6	3.6 × 10^-3^	-0.6	8.6 × 10^-3^	29227	*Nfib*	nuclear factor I/B
-0.5	9.3 × 10^-2^	-0.6	3.2 × 10^-2^	-1.2	1.0 × 10^-3^	-0.5	1.4 × 10^-3^	680451	*Nrbp2*	nuclear receptor binding protein 2
-0.2	6.1 × 10^-1^	-0.4	1.0 × 10^-2^	-0.6	2.5 × 10^-4^	-0.5	3.4 × 10^-3^	94267	*Nudt4*	nudix (nucleoside diphosphate linked moiety X)-type motif 4
1.0	1.6 × 10^-2^	0.7	4.2 × 10^-2^	0.7	4.6 × 10^-3^	1.2	1.9 × 10^-5^	171564	*Pbld*	phenazine biosynthesis-like protein domain containing
0.4	4.5 × 10^-2^	0.3	4.2 × 10^-2^	0.4	7.6 × 10^-3^	0.4	1.5 × 10^-3^	308061	*Pdcd6*	programmed cell death 6
0.7	5.1 × 10^-3^	0.7	2.0 × 10^-4^	0.4	1.1 × 10^-1^	0.7	1.3 × 10^-2^	114209	*Phyh*	phytanoyl-CoA 2-hydroxylase
0.6	1.6 × 10^-2^	0.4	5.2 × 10^-2^	0.5	2.7 × 10^-3^	0.8	7.7 × 10^-5^	64390	*Prpsap1*	phosphoribosyl pyrophosphate synthetase-associated protein 1
-0.3	3.3 × 10^-1^	-0.4	7.0 × 10^-2^	-0.6	4.3 × 10^-3^	-0.5	2.9 × 10^-3^	315655	*Rdx*	radixin
-0.2	1.2 × 10^-1^	-0.4	1.5 × 10^-2^	-0.6	5.0 × 10^-3^	-0.5	1.3 × 10^-3^	363160	*RGD1311563*	similar to Oligosaccharyl transferase 3 CG7748-PA
0.1	3.1 × 10^-1^	0.2	1.1 × 10^-1^	1.4	7.3 × 10^-3^	0.7	4.1 × 10^-4^	315611	*Scn4b*	sodium channel, type IV, beta
-0.3	3.7 × 10^-1^	-0.6	2.9 × 10^-2^	-1.2	6.8 × 10^-4^	-0.9	5.1 × 10^-3^	25216	*Sdc1*	syndecan 1
0.4	8.4 × 10^-2^	0.4	2.3 × 10^-2^	0.5	4.3 × 10^-3^	0.6	7.9 × 10^-3^	680891	*Sf3b5*	splicing factor 3b, subunit 5
-0.2	5.9 × 10^-1^	-0.3	3.5 × 10^-2^	-0.5	2.5 × 10^-4^	-0.4	2.6 × 10^-3^	81536	*Sgpp1*	sphingosine-1-phosphate phosphatase 1
-0.8	2.1 × 10^-2^	-0.6	5.0 × 10^-2^	-0.7	4.2 × 10^-4^	-0.7	2.0 × 10^-3^	79111	*Slc27a5*	solute carrier family 27 (fatty acid transporter), member 5
0.6	2.1 × 10^-2^	0.4	1.7 × 10^-2^	0.5	4.4 × 10^-3^	0.7	3.7 × 10^-4^	500707	*Tc2n*	tandem C2 domains, nuclear
0.2	4.4 × 10^-1^	0.3	5.0 × 10^-2^	0.3	7.0 × 10^-3^	0.5	3.0 × 10^-3^	367909	*Tceal8*	transcription elongation factor A (SII)-like 8
-0.2	3.7 × 10^-1^	-0.3	8.3 × 10^-2^	-0.5	3.3 × 10^-3^	-0.4	3.4 × 10^-3^	170907	*Tpo1*	developmentally regulated protein TPO1
0.7	2.2 × 10^-2^	0.3	7.4 × 10^-2^	0.6	7.5 × 10^-3^	0.6	4.1 × 10^-3^	362890	*Tspan31*	tetraspanin 31
-0.2	3.8 × 10^-1^	-0.1	7.8 × 10^-1^	-0.4	6.3 × 10^-3^	-0.4	3.4 × 10^-3^	362696	*Ttc7*	tetratricopeptide repeat domain 7
-0.1	7.8 × 10^-1^	-0.3	6.2 × 10^-2^	-0.5	5.4 × 10^-3^	-0.5	4.5 × 10^-3^	363869	*Ubl3*	ubiquitin-like 3
-0.9	1.5 × 10^-1^	-0.5	2.9 × 10^-1^	-0.9	1.5 × 10^-4^	-1.1	1.3 × 10^-3^	117522	*Xpnpep2*	X-prolyl aminopeptidase (aminopeptidase P) 2, membrane-bound
0.3	4.6 × 10^-2^	0.4	1.2 × 10^-2^	0.6	1.3 × 10^-3^	0.7	4.3 × 10^-3^	360389	*Zfp422*	zinc finger protein 422

Transcriptional responses after 19 hours TCDD exposure in the four rat strains/lines were identified using Affymetrix RAE230A arrays followed by data pre-processing and statistical testing using linear models. Type-II genes were identified as those where both strains/lines in one collective showed statistically significant responses to TCDD (p_adjusted _< 0.01) in the same direction, while both strains/lines in the other collective showed no response (p_adjusted _> 0.01). For each strain/line, the fold-change (FC in log_2 _space) in mRNA levels between treated and control rats as well as the significance levels are presented. Genes are sorted alphabetically by gene symbol.

**Figure 4:**
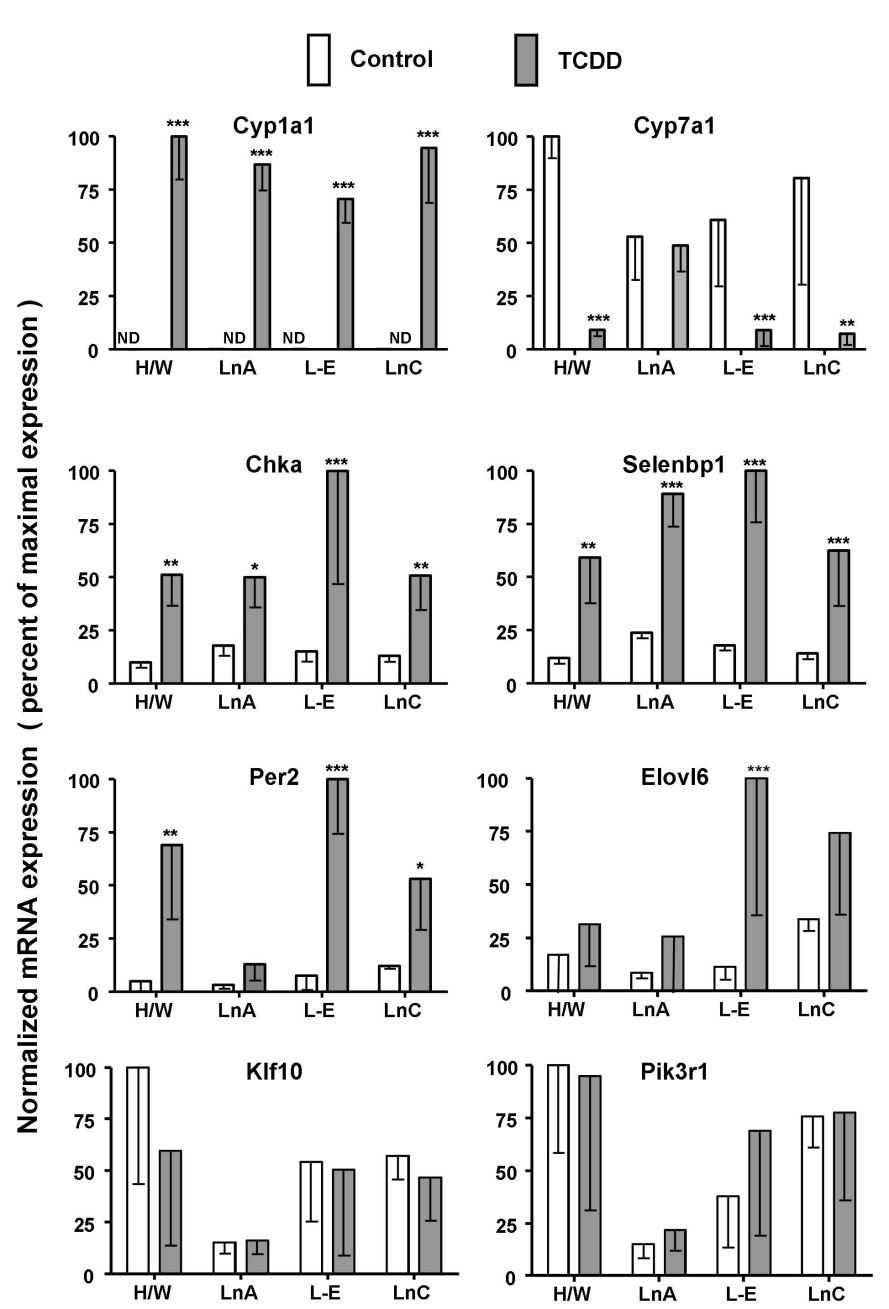
**Gene responses to TCDD exposure in livers of dioxin-resistant and dioxin-sensitive rats: measurement of selected mRNA levels by real-time RT-PCR**. Hepatic RNA was prepared from male adult TCDD-sensitive rats (L-E and LnC) and TCDD-resistant rats (H/W and LnA) after 19-hour treatment with a single dose of 100 μg/kg TCDD or corn-oil vehicle control by gavage. mRNA levels were measured by real-time RT-PCR and normalized as described in Materials & Methods. For each gene, the mRNA level that was highest for any strain/line or treatment was set at 100% and all other mRNA levels for that gene are shown as a percentage of that maximal level. All results plotted represent the mean ± standard deviation of four rats. Asterisks indicate significant differences in mRNA levels between control and TCDD-treated rats (t-test; two-tailed, unequal variance, * p < 0.05, ** p < 0.01, *** p < 0.001). Note: levels of CYP1A1 mRNA in control animals were below detection limits (ND).

### Analysis of the AHR role in regulation

It is well-established that major toxicities of TCDD require the AHR [2,4,5,34,35]. To determine if the AHR was required for the gene to respond to TCDD we compared hepatic mRNA levels for a few genes in *Ahr*-null mice (*Ahr^-/-^*) versus mice with wildtype AH receptor (*Ahr^+/+^*). Mice were treated with a dose of TCDD equitoxic to that in sensitive rats [23] for a comparable time. As expected, induction of CYP1A1 mRNA was strictly dependent on the AHR (Figure 5). Suppression of *Crip2* mRNA levels also was AHR-dependent (Figure 5). Regulation of *Chka* and *Elovl6* by TCDD appears to be species-specific: *Chka* mRNA was upregulated in rats from both collectives (Additional File 1 and Figure 4) but was significantly downregulated in *Ahr*-null mice and unaffected in wildtype mice (Figure 5); *Elovl6* was upregulated in dioxin-sensitive rats (Table 3 and Figure 4) but *Elovl6* was unresponsive to TCDD in both wildtype and *Ahr*-null mice (Figure 5). The findings with *Chka* and *Elovl6* reinforce recent reports of substantial differences between rat and mouse in transcriptional responses to TCDD [16,23].

**Figure 5:**
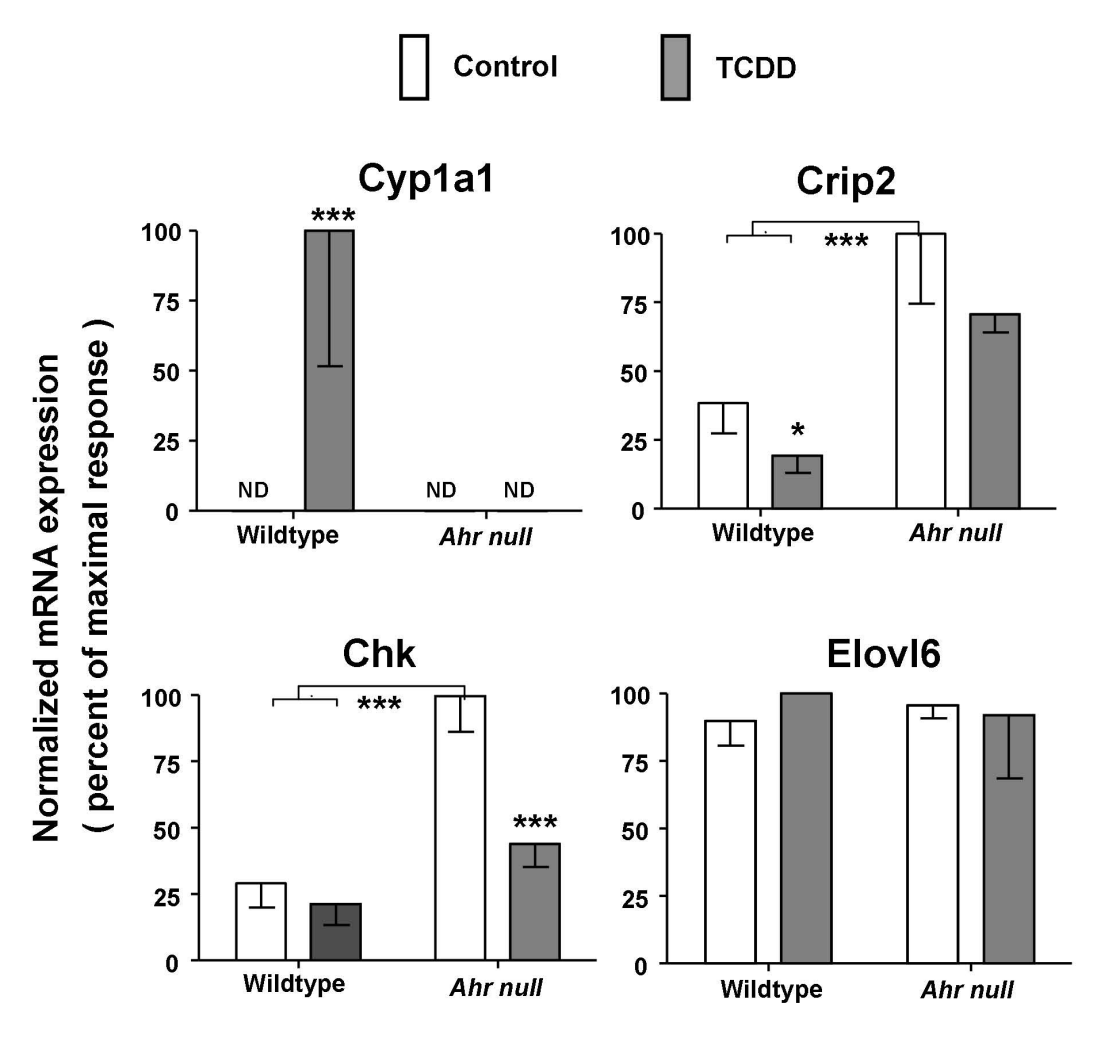
**Gene responses to TCDD exposure in livers of Ahr-null versus wildtype mice: measurement of selected mRNA levels by real-time RT-PCR**. Hepatic RNA was prepared, as described in Materials and Methods, from male adult *Ahr*-null mice (*Ahr*^-/-^) and wildtype C57BL/6J mice (*Ahr*^+/+^) after treatment with a single dose of 1000 μg/kg TCDD or corn oil vehicle for 19 hours. There were 3 TCDD-treated and 3 control mice in the *Ahr*-null groups and 4 TCDD-treated and 4 control mice in the wildtype groups. Levels for selected mRNAs used in the RT-PCR array validity experiments in rats were measured by real-time RT-PCR and normalized to Actb in this mouse model [60]. For each gene, the highest mRNA level across all experiments was set at 100% and all other mRNA levels for that gene are shown as a percentage of that maximal level. Error bars represent standard deviation of the mean. Asterisks indicate differences in mRNA levels (ANOVA followed by Bonferroni *post hoc *tests, * p < 0.05, *** p < 0.001). Note that for CYP1A1 the mRNA level in control animals or in TCDD-treated *Ahr*^-/- ^mice or control *Ahr*^-/- ^mice is below the detection limit of the assay; thus there are no bars visible for these groups in this plot (ND).

### Pathway Analysis

To determine if alterations in mRNA abundances caused by TCDD are functionally coherent, we performed two Gene Ontology (GO) analyses. The first used candidate genes from each rat strain/line to determine the extent of overlap of pathways between rat strains/lines. We found that the pathways dysregulated by TCDD were very similar in the two dioxin-resistant rats, LnA and H/W (Figure 6A) and in the two dioxin-sensitive rats, LnC and L-E (Figure 6B). Further, there was overlap in pathways among all strains/lines: 8 GO terms were enriched in all four strains/lines, while 14 GO terms were specifically enriched in only the sensitive strains (Figure 6C).

**Figure 6:**
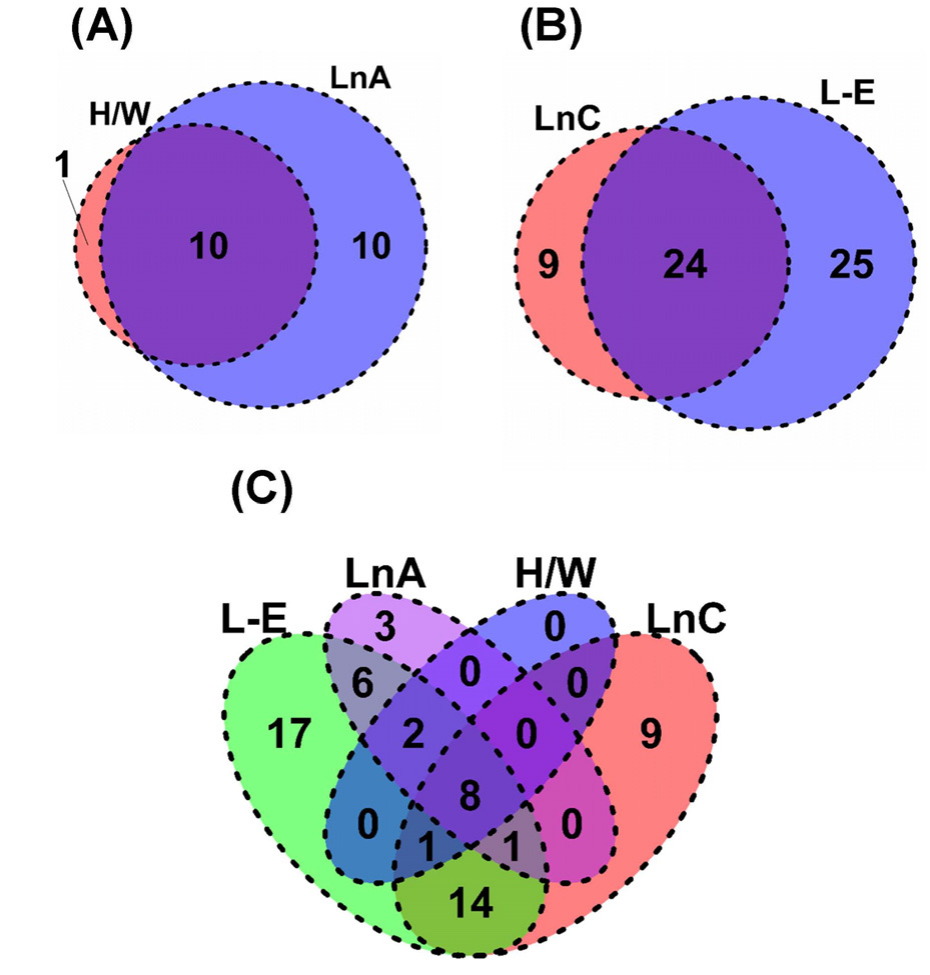
**Overlap of functional terms between rat strains/lines**. Gene Ontology (GO) analysis was used to determine if different combinations of strains/lines led to alterations in mRNA levels for functionally coherent groups of genes. The gene-lists for each of the four strains/lines were tested for enrichment of each GO category represented on the RAE230A array. False-discovery rates were calculated with 1000 permutations of the dataset using the High-Throughput GoMiner software and a threshold of 5% FDR was applied. The vast majority of GO terms enriched in both the resistant (A) and the sensitive (B) strains/lines overlap. A four-way overlap of all strains/lines shows significant overlap, but also some strain-specific responses (C).

The second analysis used both Type-I and Type-II gene lists to determine the specific GO terms enriched in each of the Type-I and Type-II gene lists. This analysis identified 5 GO terms - mostly relating to cytochrome P450 genes - enriched in the Type-I genes (Table 4). Amongst the Type-II genes, the analysis identified 14 GO terms specifically enriched (Table 4). In particular, genes related to the endoplasmic reticulum were present about 4 times as often as expected by chance alone, as were genes related to lipid metabolism.

**Table 4:** Enrichment of functional terms within Type-I response and Type-II response gene lists from rat strains/lines

	Type-I		Type-II		
			
GO ID	Enrichment	FDR	Enrichment	FDR	Functional term
GO:0042175	2.20	1.00	**2.68**	**0.00**	nuclear envelope-endoplasmic reticulum network
GO:0005789	2.23	1.00	**2.71**	**0.00**	endoplasmic reticulum membrane
GO:0044432	2.06	1.00	**2.54**	**0.00**	endoplasmic reticulum part
GO:0044255	1.44	1.00	**2.21**	**0.01**	cellular lipid metabolic process
GO:0006629	1.28	1.00	**2.05**	**0.01**	lipid metabolic process
GO:0005783	1.63	1.00	**1.99**	**0.01**	endoplasmic reticulum
GO:0012505	1.07	1.00	**1.84**	**0.02**	endomembrane system
GO:0031090	0.55	1.00	**1.57**	**0.02**	organelle membrane
GO:0031301	NA	1.00	**3.70**	**0.02**	integral to organelle membrane
GO:0031300	NA	1.00	**3.57**	**0.02**	intrinsic to organelle membrane
GO:0030176	NA	1.00	**4.46**	**0.02**	integral to endoplasmic reticulum membrane
GO:0031227	NA	1.00	**4.25**	**0.03**	intrinsic to endoplasmic reticulum membrane
GO:0003824	0.86	0.48	**0.82**	**0.05**	catalytic activity
GO:0016491	**2.69**	**0.02**	**1.94**	**0.03**	oxidoreductase activity
GO:0016712	**5.06**	**0.01**	3.37	0.28	oxidoreductase activity acting on paired donors with incorporation or reduction of molecular oxygen reduced flavin or flavoprotein as one donor and incorporation of one atom of oxygen
GO:0020037	**4.04**	**0.01**	1.93	0.72	heme binding
GO:0046906	**4.04**	**0.01**	1.93	0.72	tetrapyrrole binding
GO:0004497	**4.42**	**0.02**	2.31	0.59	monooxygenase activity

Gene Ontology (GO) analysis was used to determine if genes exhibiting Type-I (dioxin-responsive across both collectives) or Type-II (dioxin-responsive in only one collective) character were functionally coherent. Lists of Type-I and Type-II genes generated as described in the Results were tested for enrichment of each GO category represented on the RAE230A array. False-discovery rates (FDR) were calculated with 1000 permutations of the dataset using the High-Throughput GoMiner software, bolding highlights those terms with a FDR <5%. Enrichment values are expressed in log_2_-space (i.e. a value of 3.0 indicates an 8-fold enrichment). Note that GO:0016491 (oxidoreductase activity) is enriched in both the Type-I and Type-II gene lists.

## Discussion

We performed transcriptional profiling on livers of rats that are sensitive or resistant to major TCDD toxicities. Two key findings arise. First, we show significant inter-strain and inter-species diversity in responses to TCDD. Second, we identify Type-II genes that may be integral to the mechanism(s) of hepatotoxicity, wasting and lethality.

### Significant diversity of intra-species and inter-species responses to TCDD

One startling characteristic of the transcriptional response to TCDD across the four rat strains/lines are the dramatic inter-strain differences. 

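Lox, which cross-links collagen, fell in LnA rats (log2 fold change -3.54, standard error 0.38, adjusted p = 0.00446 from limma) and had a value of -0.002 in LnC (adjusted p = 1). In corn oil rats its log2 signal was already 2.26 ± 0.21 (SD, n = 4) in LnC against 8.81 ± 0.46 in LnA, so a fall in LnC could not have been seen, and the interaction of 3.53 (limma, adjusted p = 0.00407) does not show a different response. Gsta3, a glutathione S-transferase, rose in LnA (3.11, standard error 0.38, adjusted p = 0.00774 from limma) and had a value of 0.13 in LnC, with an interaction of -2.98 (adjusted p = 0.00773). Its mean signal in corn oil rats was 3.18 in LnA and 3.09 in LnC, under the median signal of every array, so these sizes depend on the low end of the array scale. Over all genes, limma's interaction of TCDD with the strain/line called 8 genes between LnC and LnA, 4 between L-E and H/W, 1 between L-E and LnC and 1 between LnA and H/W. At an unadjusted p under 0.05 these comparisons had 496, 1010, 619 and 523 genes. With the scan day as a block the counts were 0 for L-E and H/W, 0 for L-E and LnC and 0 for LnA and H/W. With the replicate number as a block, adjusted p in LnA was 0.0507 for Lox and 0.0311 for Gsta3, both interactions had 0.0303, and 1 gene was called between LnC and LnA. With 1 array less the LnA call of Lox ended for any but corn oil replicate 1 or TCDD replicate 1 or 2 (up to 0.0201) and that of Gsta3 for any but TCDD replicate 4 (up to 0.0308), the interaction of Lox for LnA corn oil replicate 2, 3 or 4 or TCDD replicate 3 or LnC corn oil replicate 1 or 2 or TCDD replicate 1 or 4 (up to 0.0142), and that of Gsta3 for any but LnA TCDD replicate 2 or 4 (up to 0.0296).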

Given their substantial genetic relatedness, including at the *AHR *locus, it might be hypothesized that LnA and H/W animals would have very similar responses, and that LnC would be very similar to L-E. To the contrary, 68.1% (308 of 452) of dioxin-responsive genes were altered in one of the four rat strains/lines. These results clearly demonstrate the importance of genomic context in regulating mRNA responses to dioxin-exposure and mirror an analysis of the basal mRNA levels in these and other rat strains (Boutros et al. submitted). 

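Of the 340 responsive genes, 245 (72.1%) were called in 1 strain/line alone: 133 in L-E, 53 in LnA, 51 in LnC and 8 in H/W. A call in 1 strain/line alone does not show that the others responded less. Otc, the ornithine transcarbamylase of the urea cycle, fell in L-E (log2 fold change -0.96, standard error 0.09, adjusted p = 0.00184 from limma) and LnA (-0.44, standard error 0.06, adjusted p = 0.00923), and had -0.52 (adjusted p = 0.0358) in LnC and -0.53 (adjusted p = 0.12) in H/W. Hsd17b7, a reductase of cholesterol synthesis, fell in L-E (-1.73, standard error 0.14, adjusted p = 0.00148 from limma) and had -0.97 (adjusted p = 0.266) in LnC, -0.51 (adjusted p = 0.405) in LnA and -0.17 (adjusted p = 0.782) in H/W. Otc in LnA lost its call without any 1 array (adjusted p up to 0.0364) and with the replicate number as a block (0.0276).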

Interestingly, in rats with the *AHR*^H/W ^genotype, the total number of genes that respond was reduced relative to rats expressing wildtype AHR. However, AHRs from rats with the *AHR*^H/W ^genotype have similar affinity for TCDD and ability to bind AH response elements as wildtype rats [36]. It is conceivable that *AHR*^H/W ^rats have a reduced ability to recruit coactivators and interact with transcriptional machinery. Chromatin immuno-precipitation experiments would be valuable in testing this hypothesis directly.

When we attempted to study AHR-dependency of the mRNA changes by comparison with *Ahr*^-/- ^mice we found that only 2 of 4 mRNA responses to TCDD, measured by RT-PCR, could be compared in both rat and mouse models. This result concords with recent reports of highly divergent transcriptomic responses to TCDD between rat and mouse [23], and suggests that combining our intra-species rat model with inter-species studies may be a fruitful approach for identifying genes that mediate TCDD-induced toxicities, especially those toxic responses that differ between animal species.

### Type-II responsive genes whose regulation by TCDD may be integral to the mechanism(s) of hepatotoxicity, wasting and lethality

In dioxin-sensitive rats, a wasting syndrome commences within the first few days following a single dose of TCDD and is characterized by progressive weight loss (eventually up to 50%) and hypophagia [37-39]. Wasting contributes to lethality starting 2-3 weeks after TCDD exposure. Although wasting accompanies death, wasting *per se *is not likely to be the sole reason for death since maintenance of body weight by parenteral nutrition does not prevent mortality [40]. Nevertheless, untreated control rats, pair-fed at the same caloric intake as rats treated with lethal TCDD doses, die at much the same time as their TCDD-exposed partners [41].

The cause of TCDD-induced wasting and ultimate death as well as the key target tissue(s) remain elusive. Since TCDD causes extensive hepatotoxicity in TCDD-sensitive rats (but not in the TCDD-resistant strains), it is reasonable that examination of mechanisms which produce hepatotoxicity may provide clues to mechanisms of wasting and lethality. To this end, we identified 46 Type-II hepatic genes whose TCDD-responsiveness differed between TCDD-resistant and TCDD-sensitive rats. 

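Of the 43 Type-II genes of sensitive rats in the paper, 41 have a probe set with their symbol. Of these, 23 were called in L-E, 16 in LnC and 9 in both, and 8 met the Type-II definition here. When adjusted over the list alone, 15 rose and 25 fell in both L-E and LnC, 9 rose and 6 fell in H/W and 10 rose and 7 fell in LnA. Cyp3a2, a cytochrome P450 of steroid and drug oxidation, fell in L-E (log2 fold change -1.11, standard error 0.12, adjusted p = 0.00316 from limma), with -0.62 (adjusted p = 0.0164) in LnC, -0.67 (adjusted p = 0.14) in LnA and -0.25 (adjusted p = 0.559) in H/W. The response was larger in the sensitive collective for 40 of the 41 genes, 39 had the same sign in all 4 strains/lines, and the interaction of collective and TCDD was under an unadjusted p of 0.05 for 22 and passed the adjusted threshold for none, by limma. Camera found the list lower as a set in L-E (adjusted p = 2.53e-05, and 0.112 with an estimated correlation) and LnC (adjusted p = 0.000256, and 0.0172 with an estimated correlation), and neither in H/W (0.818) nor in LnA (0.255). The paper chose the list on these samples, by calls in both sensitive and in neither resistant strain/line. Its direction, its larger response in sensitive rats and its interactions are therefore not independent evidence. The call of Cyp3a2 ended without any 1 array but corn oil replicate 2 or TCDD replicate 2 or 3 (adjusted p up to 0.014).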

Pathway analysis indicated that these genes are mainly involved in lipid-metabolism, cellular membrane function and energy metabolism (Table 4). These Type-II genes potentially explain why there are greater manifestations of hepatotoxicity in sensitive rats than in resistant rats; for example, a dramatic accumulation of fatty acids (steatosis) and initial liver hypertrophy which switches to atrophy ~1 week later (refer to [24] for exhaustive list of hepatotoxic responses). Pohjanvirta et al. [24], in biochemical studies, found that exposure of sensitive rats to TCDD led to steatosis, hypertrophy, liver failure, wasting and eventual death, possibly as the consequence of derailment of energy metabolism due to alterations of (i) lipid homeostasis, (ii) protein metabolism and/or (iii) ATP production/utilization.

#### (i) Alteration of lipid homeostasis

In sensitive rats only, we previously observed steatosis with the accumulated fatty acids probably originating from redistribution of peripheral fat deposits to liver rather than from increased lipid synthesis within the liver [42]. This is consistent with our current transcriptomic study in which transcripts related to lipid synthesis were not increased. 

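Of 18 genes of fatty acid synthesis, Elovl5 and Elovl6 rose in L-E, Elovl5 in LnC and H/W, and none in LnA, and none fell in any strain/line. When adjusted over the list alone 2 rose in L-E, 3 in LnC, 2 in H/W and none in LnA. Elovl5, an elongase of polyunsaturated fatty acids, rose by 1.31 in L-E (standard error 0.15, adjusted p = 0.00394 from limma), 1.09 in LnC (standard error 0.04, adjusted p = 4.79e-05) and 1.20 in H/W (standard error 0.12, adjusted p = 0.00464), with 0.84 (adjusted p = 0.0449) in LnA. Fasn, the fatty acid synthase, had -0.42 in L-E, -0.70 in LnC, -0.99 in H/W and -0.37 in LnA, with adjusted p = 0.652, 0.516, 0.335 and 0.898 from limma. Camera found the fatty acid synthesis list higher as a set in LnA with the preset correlation alone (adjusted p = 0.00181, and 0.588 with an estimated correlation), and not in L-E (0.0714), LnC (0.551) or H/W (0.219). Of 18 genes of cholesterol synthesis, 1 fell in L-E (Hsd17b7) and none was called in the others (3 lower in L-E and 1 lower in LnC when adjusted over the list alone). With the preset correlation alone that list was lower as a set in L-E (adjusted p = 6.88e-06, and 0.286 with an estimated correlation) and LnC (adjusted p = 6.33e-05, and 0.0708 with an estimated correlation). It had 0.82 in H/W and 0.238 in LnA. The call of Elovl5 ended in H/W without any 1 array but corn oil replicate 4 (adjusted p up to 0.0233) and in L-E without any but corn oil replicate 4 or TCDD replicate 2 (up to 0.0169).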

TCDD-induced suppression of hepatic lipid lipogenesis previously has been reported [16,17,43].

Pathway analysis indicated that genes involved in the lipid metabolism process were enriched in the Type-II gene list. 

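Hsd11b1, which regenerates active glucocorticoid, fell in LnC rats (log2 fold change -0.88, standard error 0.10, adjusted p = 0.00613 from limma). Its values were -0.76 (standard error 0.12, adjusted p = 0.0139) in L-E, -0.71 (standard error 0.13, adjusted p = 0.0436) in H/W and -0.32 (standard error 0.13, adjusted p = 0.306) in LnA, and the responses of the collectives differed by -0.30 (interaction of limma, adjusted p = 0.581). Slc27a5, a fatty acid transport protein and bile acid ligase, fell in L-E (-0.82, standard error 0.08, adjusted p = 0.00298 from limma). Its values were -0.84 (standard error 0.12, adjusted p = 0.0119) in LnC, -1.00 (standard error 0.19, adjusted p = 0.0555) in H/W and -0.73 (standard error 0.21, adjusted p = 0.14) in LnA, with an interaction of 0.04 (adjusted p = 0.919). Slc27a5 belongs to a list of 18 genes of bile acid synthesis and transport, of which 5 fell in L-E, 3 in LnA and 1 each in LnC and H/W, and none rose (8, 4, 7 and 5 lower when adjusted over the list alone). With the replicate number as a block 0 of the list were called in LnA. Slco1a4, an organic anion transporter, fell in L-E (-2.49, standard error 0.20, adjusted p = 0.00149 from limma), and Slc10a1, the bile acid uptake transporter, in L-E (-0.94, standard error 0.11, adjusted p = 0.00458). Both were also called lower in LnA without the block, with mean signals of 11.1 and 9.72 for Slco1a4 and 12.8 and 12.1 for Slc10a1. The list was lower as a set in all 4, by camera with adjusted p = 4.45e-11 in L-E, 7.89e-07 in LnA, 1.18e-08 in LnC and 9.52e-07 in H/W, and 0.00892, 0.00981, 0.00503 and 0.0101 with an estimated correlation. Without 1 array the call of Hsd11b1 ended for any but TCDD replicate 4 (adjusted p up to 0.0296), that of Slc27a5 in L-E for TCDD replicate 1 or corn oil replicate 1, 2 or 4 (up to 0.0132) and that of Slc10a1 in L-E for any but TCDD replicate 2 (up to 0.0191). Slc27a5 passed in LnC without TCDD replicate 1 (0.00909).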

Of particular interest was the decreased expression of *Hsd11b1* and *Slc27a5* only in sensitive rats. *Hsd11b1* functions in steroid metabolism and colocalizes with the glucocorticoid receptor where it acts as a local amplifier of corticoid responses including the regulation of fuel metabolism during starvation and stress [44,45]. *Hsd11b1* deficiencies in rodents increase energy expenditure, decrease weight gain with chronic high fat feeding, increase weight loss, increase hepatic lipid oxidation while decreasing lipolysis in adipose tissue and display many metabolic deficiencies [45,46]. *Slc27a5* encodes a transporter of long-chain fatty acids into the liver where it is exclusively expressed. Its deletion results in increased de novo biosynthesis of long-chain fatty acids in liver due to inhibited uptake of them. Interestingly, in knockout mice, feed intake is depressed, energy expenditure increased and weight gain suppressed [47,48]. While further study of these genes is warranted, genes that alter lipid homeostasis may be important in hepatotoxicity and could be involved in pro-death pathways in sensitive rats exposed to TCDD.

#### (ii) Altered protein metabolism

In the short term, protein catabolism can be a beneficial response to provide amino acids for energy and maintenance of obligatory functions. However, sustained protein catabolism eventually leads to wasting and mortality. Our current study found that TCDD increased expression of genes that facilitate protein breakdown (*Derl1*, *Derl2 *and *Mug1*) but also decreased the expression of *Ass1*, the key enzyme in the urea cycle. 

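Derl1 and Derl2, which move misfolded proteins out of the endoplasmic reticulum, rose in L-E rats by 0.71 (standard error 0.09, adjusted p = 0.00597 from limma) and 0.79 (standard error 0.10, adjusted p = 0.00734) on the log2 scale. Their values in LnC were 0.51 (adjusted p = 0.069) and 0.74 (adjusted p = 0.0146), in H/W 0.59 (adjusted p = 0.0155) and 0.70 (adjusted p = 0.134) and in LnA 0.32 (adjusted p = 0.127) and 0.43 (adjusted p = 0.0499 from limma). Mug1, a circulating proteinase inhibitor, passed in no strain/line, with -0.62 in L-E (adjusted p = 0.0144 from limma), -0.39 in LnC (adjusted p = 0.0297), -0.33 in LnA (adjusted p = 0.0134) and 0.08 in H/W (adjusted p = 0.871). Ass1, the argininosuccinate synthase, fell in L-E (-0.87, standard error 0.11, adjusted p = 0.00584 from limma) and LnC (-0.61, standard error 0.08, adjusted p = 0.00704), with -0.56 (adjusted p = 0.201) in H/W and -0.32 (adjusted p = 0.143) in LnA. The interaction of collective and TCDD had an adjusted p of 0.581 for each of the 4 genes. Of 22 genes of protein folding and degradation in the endoplasmic reticulum, Derl1 and Derl2 were the 2 called in L-E, and none was called in LnC, H/W or LnA (in L-E 3 rose and 1 fell, in LnC 2 rose and in H/W 1 rose when adjusted over the list alone). Camera found the list higher, with the preset correlation alone, in H/W (adjusted p = 3.89e-06, and 0.288 with an estimated correlation) and L-E (0.0249, and 0.569 with an estimated correlation). Of 18 genes of amino acid catabolism and the urea cycle, 4 fell in L-E (Ass1, Otc, Slc25a15 and Gls2), 3 fell and 1 rose in LnC, 4 fell in LnA (0 with the replicate number as a block) and 1 in H/W. When adjusted over the list alone 11 fell and 2 rose in L-E, 7 fell and 1 rose in LnC, 4 fell in LnA and 1 fell in H/W. Gls2, the liver glutaminase, fell in LnC (-1.32, standard error 0.11, adjusted p = 0.0015 from limma). With the preset correlation the list was lower as a set in each strain/line (camera, adjusted p = 2.8e-09 in L-E, 3.03e-06 in LnC, 0.000209 in LnA and 0.00306 in H/W). With an estimated correlation it passed in none (adjusted p = 0.112, 0.149, 0.173 and 0.333 in the same order), so a shift of the list as a set is not established. The L-E calls of Derl1, Derl2 and Ass1 and the LnC call of Ass1 ended without any 1 of 7 of 8 arrays each (all but corn oil replicate 4, TCDD replicate 1, corn oil replicate 3 and, in LnC, TCDD replicate 1), with adjusted p up to 0.0225, 0.0263, 0.022 and 0.0327, and the L-E calls of Gls2 and Slc25a15 without any 1 array (for Gls2 all but corn oil replicate 3 or TCDD replicate 2), with adjusted p up to 0.0231 and 0.0286.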

Deficiencies in *Ass1* may disrupt the urea cycle resulting in increased accumulation of amino acids, highly toxic ammonia and other toxic byproducts. TCDD previously has been shown to decrease the expression of the *Ass1* gene after 24 hour exposure [17]. Increased protein breakdown and deficiencies in the urea cycle are consistent with previous reports of elevated plasma levels of most amino acids and decreased plasma urea in sensitive rats but not in resistant rats 6 days after TCDD exposure [49]. In addition, alteration of the balance between protein synthesis versus protein degradation is a key mechanism in switching hepatocytes from hypertrophy to atrophy, as observed in sensitive rats ~1 week after TCDD exposure [24] and reported for other wasting diseases (e.g. diabetes and cancer cachexia) [50]. Thus, specific genes involved in protein homeostasis are likely important in TCDD-mediated pro-survival pathways.

#### (iii) Impaired ATP production/utilization

Derailment of energy metabolism due to impaired ATP production or utilization potentially contributes to manifestations of major TCDD toxicities. After TCDD exposure in sensitive rats, compensatory mechanisms may attempt to increase energy for metabolism by increasing expression of the *Atp5c1 *gene that resides within the ATP synthesis pathway and is down-regulated in obese subjects [51]. However, TCDD decreased expression levels of *Adk* which catalyzes the inter-conversion of adenine nucleotides, and plays an important role in cellular energy homeostasis (2 ADP ↔ ATP + AMP); this downregulation may impair use of ATP as an energy source in sensitive rats. Specifically, *Adk* impairment leads to deficiencies in adenosine nucleotides, including ATP, likely leading to reduced mitochondrial metabolic capacity and impairment of lipid metabolism critical for energy production [52]. Moreover, *Adk*-deficient mice display hepatic steatosis within 4 days and die within 14 days with fatty liver [52]. Thus, deficiencies in adenosine metabolism are powerful contributors to development of hepatic steatosis and development of lethal fatty liver, processes that are also provoked by TCDD in sensitive rats.

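Atp5f1c, the newer symbol of Atp5c1, encodes the gamma subunit of the mitochondrial ATP synthase. It rose in LnC (log2 fold change 0.45, standard error 0.04, adjusted p = 0.00254 from limma) and L-E rats (0.43, standard error 0.06, adjusted p = 0.00906), with 0.44 (adjusted p = 0.0113) in LnA and 0.24 (adjusted p = 0.19) in H/W. The interaction of collective and TCDD was 0.10 (adjusted p = 0.581 from limma). Atp5pd, another subunit, rose in L-E (0.39, standard error 0.05, adjusted p = 0.0048 from limma) and LnC (0.49, standard error 0.05, adjusted p = 0.00286), with 0.30 (adjusted p = 0.0498) in LnA and 0.32 (adjusted p = 0.0909) in H/W. Of 13 ATP synthase genes these 2 rose in L-E and LnC, none in H/W or LnA and none fell (3 higher in L-E, LnC and LnA and none in H/W when adjusted over the list alone; 1260 of all genes in H/W and 1483 in LnA had an unadjusted p under 0.05 from limma). By camera the list was higher as a set in all 4 strains/lines with the preset correlation, and in LnC alone with an estimated correlation. Adjusted p was 3.53e-08 in LnC (0.0172 with an estimated correlation). It was 0.000981 in L-E, 2.12e-06 in LnA and 7.16e-05 in H/W (0.298, 0.173 and 0.245 with an estimated correlation). The calls of Atp5f1c ended in L-E without any 1 array but corn oil replicate 4 (adjusted p up to 0.0319) and in LnC for corn oil or TCDD replicate 2 or 3 (up to 0.0125), and those of Atp5pd in L-E for any (up to 0.0196) and in LnC for corn oil replicate 1, 2 or 3 or TCDD replicate 2 (up to 0.0141).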

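Adk, which converts adenosine to AMP, fell in L-E (log2 fold change -0.85, standard error 0.09, adjusted p = 0.00316 from limma), LnC (-0.36, standard error 0.04, adjusted p = 0.00319) and LnA rats (-0.49, standard error 0.06, adjusted p = 0.00776, and 0.0394 with the replicate number as a block). Its value in H/W was -0.44 (adjusted p = 0.055). The responses of the collectives differed by -0.14 (interaction of limma over the 32 arrays, adjusted p = 0.581). Its call ended in L-E without any 1 array but corn oil replicate 3 or TCDD replicate 2 (adjusted p up to 0.014), in LnC for any but corn oil replicate 2 or 4 (up to 0.0162) and in LnA for any but corn oil replicate 4 (up to 0.0308).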

In dioxin-resistant rats, where TCDD does not cause severe hepatotoxicity, wasting or death, there was no alteration of mRNA levels for genes which might derail energy metabolism due to alterations of in the homeostasis of lipids, protein metabolism or ATP production/utilization. 

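In H/W rats 1 of 21 genes of fatty acid oxidation fell (Hacl1) and none rose, and in LnA rats 1 fell (Hacl1) and 1 rose (Phyh). When adjusted over the list alone 1 rose and 1 fell in H/W and 3 rose and 6 fell in LnA. The list moved as a set in neither (camera, adjusted p = 0.336 in H/W and 0.127 in LnA). In L-E none of these genes was called (3 lower when adjusted over the list alone; camera, adjusted p = 0.044 for lower, and 0.75 with an estimated correlation), and in LnC none (none when adjusted over the list alone; camera, adjusted p = 0.678). At an unadjusted p under 0.05 limma had 1970 of all genes in L-E and 1556 in LnC. Of 10 genes of glucose metabolism, 1 fell in LnA (Pc) and 1 in L-E (Slc2a2, the glucose transporter of the hepatocyte, log2 fold change -1.47, standard error 0.15, adjusted p = 0.00317 from limma), and none was called in H/W or LnC. When adjusted over the list alone 2 fell in H/W, 3 in LnA, 2 in L-E and none in LnC. The list was lower as a set in H/W (camera, adjusted p = 0.000383, and 0.0422 with an estimated correlation), LnA (0.00181, and 0.127 with an estimated correlation) and L-E (0.00789, and 0.14 with an estimated correlation), and had 0.0542 in LnC. The call of Slc2a2 ended without any 1 array but corn oil replicate 2 or TCDD replicate 1 or 2 (adjusted p up to 0.014), and with the replicate number as a block the LnA values were 0.0231 for Hacl1, 0.014 for Phyh and 0.0119 for Pc.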

Only three genes responded to TCDD in the resistant collective but not in the sensitive collective. Two of these three genes function in lipid metabolism: the expression of *Phyh* was increased while that of *Hacl1* was decreased. 

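Phyh, the phytanoyl-CoA hydroxylase of peroxisomal alpha-oxidation, rose in LnA rats (log2 fold change 0.87, standard error 0.07, adjusted p = 0.00197 from limma, and 0.014 with the replicate number as a block). Its values were 0.74 (adjusted p = 0.0246) in H/W, 0.80 (adjusted p = 0.0613) in LnC and 0.60 (adjusted p = 0.156) in L-E. The responses of the collectives differed by -0.11 (interaction of limma, adjusted p = 0.733). Without corn oil replicate 3 it passed in H/W (adjusted p = 0.00976 from limma). Of the 3 genes that the paper names as altered only in resistant rats, 2 were called in at least 1 resistant strain/line and none in a sensitive one; the interaction was under an unadjusted p of 0.05 for none of them. The paper chose these 3 genes on the same samples, so the count is not independent evidence.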

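Il1r1, the receptor of interleukin-1, passed the test in no strain/line. Its log2 fold change was 3.14 in H/W (standard error 0.62, adjusted p = 0.0584 from limma), 1.35 in LnA (standard error 0.32, adjusted p = 0.0803), 2.05 in LnC (standard error 0.41, adjusted p = 0.0413) and 1.61 in L-E (standard error 0.45, adjusted p = 0.0889). The responses of the collectives differed by -0.41 (interaction of limma over the 32 arrays, adjusted p = 0.668).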

The third gene *Il1r1*, whose levels were increased by TCDD, is a receptor whose responsiveness regulates several biological functions, including adaptive and innate immunity, control of programmed cell death and stress response [53]. The consequences of altered regulation of these genes in mediating potential pro-survival pathways in response to TCDD warrants further investigation.

## Conclusion

The mechanisms of dioxin-induced toxicities remain elusive but our transcriptomic approach in an *in vivo *rat model where there are major phenotypic differences in the toxic response is providing clues to the early events that may trigger toxicity. Compelling evidence shows that the transcriptional activity of the AHR is essential for toxicity. Because altered transcription is central to TCDD toxicity, our group and others have profiled changes of mRNA abundance resulting from exposure to TCDD in several model systems. The results are remarkable: TCDD induces wide-spread alterations in mRNA abundance, but only a very small fraction of these changes are conserved between mouse or rat and, as demonstrated here, within different rat strains. Only 31.9% of dioxin-responsive genes are altered in more than one of the four rat strains/lines.

This diversity of transcriptional responses makes it challenging to identify specific genes responsible for lethality and other major forms of dioxin toxicity. Our results suggest that hepatic toxicity probably is not caused by dysregulation of a single critical gene. Rather, pathways such as lipid metabolism or energy metabolism may be derailed by altered transcription of multiple genes, possibly under coordinate control of the AHR with participation of other regulatory factors. Pathways and individual genes highlighted here are worthy candidates for further mechanistic studies to test their role in mediating or protecting from major dioxin toxicities.

## Methods

### Animals and Treatments for Rat Model

We studied two dioxin-sensitive rat strains/lines expressing wildtype AHR: Long-Evans (*Turku/AB*) (L-E) and Line-C (LnC). We also studied two dioxin-resistant rat strains/lines expressing the Han/Wistar variant AHR: Han/Wistar (*Kuopio*) (H/W) and Line-A (LnA) [25]. All animals were males 10-12 weeks of age from breeding colonies of the National Institute for Health and Welfare, Kuopio, Finland. They were housed in groups of 4 (an entire treatment group per cage) in suspended stainless-steel wire-mesh cages with pelleted R36 feed (Lactamin, Stockholm, Sweden) and tap water available *ad libitum*. The temperature in the animal room was 21 ± 1°C, relative humidity 50 ± 10%, and a 12 hour-light/12 hour-dark cycle. Study plans were approved by the Animal Experiment Committee of the University of Kuopio and the Provincial Government of Eastern Finland. There were four rats per treatment group. Liver was harvested between 8:30 and 11:00 from rats treated by gavage with a single 100 μg/kg dose of TCDD or corn oil vehicle 19 hours previously. The single dose of 100 μg/kg TCDD produces hepatotoxicity, wasting and death in sensitive rats but not in resistant rats.

### Animals and Treatment for Mouse Model

Liver tissues were from mice in which we previously mapped AHR-dependent and dioxin-dependent gene batteries by transcriptomic analysis [20]. Briefly, male *Ahr*-null (*Ahr^-/-^*) mice in a C57BL/6J background (10 weeks old) and C57BL/6 mice carrying wildtype (*Ahr^+/+^*) (15 weeks old) were given a single dose of 1000 μg/kg TCDD or corn oil vehicle by gavage. Liver was harvested 19 hours after treatment. The single dose of TCDD is lethal to wild-type but not *Ahr*-null mice and is equitoxic to that given to sensitive rats. We tested 3 TCDD-treated and 3 control mice in the *Ahr^-/- ^*groups and 4 TCDD-treated and 4 control mice in the *Ahr*^***+/+ ***^groups.

### RNA Extraction

Total RNA was extracted using Qiagen RNeasy kits according to the manufacturer's instructions (Qiagen, Mississauga, Canada). Total RNA yield was quantified by UV spectrophotometry and RNA integrity was verified using an Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA).

### Microarray analysis

Sample labeling and hybridization to Affymetrix RAE230A GeneChips^® ^were performed by The Centre for Applied Genomics (Toronto, Canada) according to the manufacturer's protocols. At each condition four separate animals were profiled, each on an individual RAE230A microarray. Raw array data were examined for spatial and distributional heterogeneity and differential RNA degradation; no arrays were excluded. Array data were loaded into the R statistical environment (v2.9.2) using the affy package (v1.22.1) of the BioConductor open-source library [54]. Array data were pre-processed with the RMA algorithm [55]. Raw and pre-processed array data are available in the Gene Expression Omnibus repository at NCBI (accession GSE10083). An alternative CDF package was used to ensure each ProbeSet was mapped to a single unique Entrez Gene ID (rae230arnentrezgcdf v12.0.0) [56].

### Statistical analysis of array data

The experimental design employed independent pair-wise analyses between treated and control animals for each strain/line (Figure 1). Following quality control and pre-processing of the microarray data, we performed a general linear modeling analysis. For each gene and each strain we determined the magnitude of differential signal intensity between TCDD-exposed and vehicle-treated animals. Gene-lists were derived separately for each strain using the limma package (v2.18.3) in the R statistical environment (v2.9.2) with a condition-specific design matrix and within-strain pair-wise contrasts. An empirical Bayes moderation of the standard error [57] and false-discovery rate control of multiple-testing were applied [58]. A significance threshold of p_adjusted _< 0.01 was applied to each contrast. We then scored each gene using a scheme described previously [30]. Briefly, each gene was classified as unaltered (Score: 0), statistically significantly repressed by TCDD (Score: -1), or statistically significantly induced by TCDD (Score: +1) in each strain, and these strain-wise scores were summed.

Unsupervised machine-learning was performed using divisive hierarchical clustering with complete linkage in the R statistical environment (v2.9.2) using the cluster package (v1.12.1). Pearson's correlation was used as a similarity metric and within-row scaling was performed. Venn diagrams were produced using custom R code. R visualizations employed the lattice (v0.17-26) and latticeExtra (v0.6-3) packages.

### Functional characterization of responsive genes

To determine if genes perturbed by TCDD are enriched for specific Gene Ontology (GO) terms, we first identified groups of genes dysregulated by TCDD within each strain/line (p_adjusted _< 0.01). Then GO terms enriched in these groups were identified using the GoMiner tool [59]. False-discovery rates (FDRs) were estimated using 1000 permutations. Rat-specific annotations were used. GO terms with false-discovery rates below 5% were included in subsequent analyses.

### mRNA quantitation by Real-Time RT-PCR

Total RNA (2 μg) was reverse-transcribed into cDNA using oligo-dT primer p(dT)15 (Roche Applied Science, Laval, QC, Canada) and Superscript II RNA polymerase according to the manufacturer's instructions (Invitrogen, Carlsbad, CA). Real-time PCR was performed using in-house designed primers (with 5' fluorogenic probes, as described previously [30]) or Applied Biosystems gene expression assays, as described by the manufacturer (Applied Biosystems, Forest City, CA). Primer/probe sequences are in Additional File 2.

Normalized expression was calculated as 2^−ΔΔ*C*t^, where *C*_t _is the threshold cycle for detecting fluorescence. PCR amplification efficiency was determined from a 10-fold serial dilution of a cDNA pool; efficiency ranged from 90-110% for all genes. Data were normalized to either Actb or Gapdh, genes we previously showed to be suitable as normalization standards for dioxin studies [60]. In the rat model, significant differences in mRNA levels were determined using t-tests (two-tailed, unequal variance). Significant differences in mRNA levels in the *Ahr*-null mouse model were identified using analysis of variance (ANOVA) with Bonferroni *post hoc *tests (GraphPad version 4.0).

## Authors' contributions

The project was conceived and designed by ABO and RP. Animal treatment was performed by RP. mRNA extraction and RT-PCR analyses were performed by IDM. Microarray data and functional analyses were performed by PCB. Microarray data visualization was performed by PCB and HC. IDM wrote the first draft of the manuscript, which PCB, ABO and RP edited and all authors approved.

## Supplementary Material

Additional file 1 **Complete Microarray Results**. This file gives a list of all genes interrogated on the microarray, their annotation, and their changes in signal-intensity in each rat strain. Click here for file

Additional file 2 **Primer and Probe Sequences**. This file lists all primer and probe sequences used for RT-PCR analyses. Click here for file

# Supplementary material for: Aryl hydrocarbon receptor (AHR)-regulated transcriptomic changes in rats sensitive or resistant to major dioxin toxicities
**Source:** BMC Genomics. 2010 Apr 26;11:263. doi: 10.1186/1471-2164-11-263
**Supplement:** Additional file 2 — Primer and Probe Sequences. This file lists all primer and probe sequences used for RT-PCR analyses.

| **Additional Table 2. Sequences of primers and probes used for real-time RT-PCR.** | | | |  | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | | |
| **Gene Symbol** | **Accession Number** | **Forward Primer** | **Reverse Primer** | **Probe** | | **Size (bp)** |
| **5’fluorogenic probe** | |  |  |  | |  |
| *Chka* | NM_017127 | GTCATCAGGGGTGGTCTCAGTA | CCATACAGTCGCAAGAGCACTT | TGCTGTTCCAGTGTTCCTTGCCAGACT | 104 | |
| *Crip2* | NM_022501 | GCTGGTTCCTACATCTACGAGAAG | CACTAGAGGCTTTGCTGGGAC | CCGCTGGTCTTCCGCTCTTCAGTTCGTA | 133 | |
| *Cyp1a1* | NM_012540 | GAATGCCAATGTCCAGCTCTCA | TACCAGGTACATGAGGCTCCAA | AGCAGTTGTGATTGTGTCAAACCCAGCTCC | 115 | |
| *Cyp7a1* | NM_012942 | ATCTACCCAGACCCTTTGACTTTC | CACTTCAGCTTGTTTCCATTACTGTA | AGGTGGTCTTTGCTTTCCCGCTTTCATCA | 98 | |
| *Per2* | NM_031678 | GGCAGCCAAAGGCACCTC | CGCCCAGGAGGAGGTTGA | AACATGCAGTGAGCCCTCAGACACCCA | 99 | |
| *Selenbp1* | NW_047626 | AATGCCTGGTTTGATCACCGA | TAGAGATGTCATACTGCCGAATGT | TCTTGCTGTCCCTGGATGACCGCTT | 101 | |
| **ABI: gene expression assays Assay ID** | | | **Size (bp)** |  | | |
| *Elovl6* | NM_134383 | Rn00592815_m1 | 67 |  | | |
| *Gapdh* | NM_017008 | Rn99999916_s1 | 87 |  | | |
| *Klf10* | NM_031135 | Rn00579697_m1 | 78 |  | | |
| *Pik3r1* | NM_013005 | Rn00564547_m1 | 97 |  | | |

How the deposited data were processed for this re-analysis (not part of the article)

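Livers of adult male rats of 2 strains (H/W, L-E) and 2 lines bred from them (LnA, LnC) were measured on Affymetrix RAE230A arrays, 1 array per rat: 4 rats per group at 19 h after 100 ug/kg TCDD or corn oil (32 arrays) and 4 L-E and 4 H/W rats at 3 h after TCDD (8 arrays). Groups were taken from the sample labels of the repository, and 0 columns of the table were unused. The deposited values are log2 signals per probe set, which the authors made with GCRMA 2.4.1 and affy 1.10.0 in R 2.3.1, as their processing notes state. The paper describes RMA with an Entrez probe map, a step that starts from probe intensities and was not repeated. Array files of the scanner gave the scan days.

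Of 15923 probe sets, 57 controls were left out and 12783 of the 15866 others have exactly 1 symbol (312 have several and 2771 none). Symbols of 12748 were looked up through the Entrez ID, with 0 changes. Each of the 10411 genes was represented by the probe set with the highest mean over the 32 arrays (8543 genes have 1 probe set, 1868 several). No genes were filtered. Of 320 called results of single genes that were checked, 44 (21 genes) have a group mean under the median signal of every array (3.52, the lowest of these medians). Not all genes of this set of 320 are named in the text. The size of a log2 difference from such a signal depends on the low end of the array scale.

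R 4.3.3 with limma 3.58.1, cluster 2.1.8.1 and jsonlite 2.0.0 was used. TCDD was compared with corn oil in each strain/line in a fit of 8 arrays, the interaction of collective and TCDD in 32 arrays, interactions of pairs of strains/lines in their 16 arrays, and p adjusted over 10411 genes by the Benjamini-Hochberg method (threshold 0.01, the paper's). Corn oil rats were compared in a fit shared by all strains/lines, so a gene has the same standard error in each of these comparisons (0.194 for Agtr1a). Genes of 25 lists, written before the data were examined, were tested with limma's camera (preset correlation 0.01; threshold 0.05 over the lists), with an estimated correlation and fry as alternatives. The lists are AHR battery, AHR complex, ATP synthase, NRF2 targets, RT-PCR genes of the paper, Type-II genes of the paper, resistant rats, Type-II genes of the paper, sensitive rats, acute phase, amino acid catabolism and urea cycle, bile acid synthesis and transport, bile duct cell markers, blood, pancreas and fat markers, cell cycle, cholesterol synthesis, circadian clock, cytochrome P450 families 2 to 4, endoplasmic reticulum protein folding and degradation, fatty acid oxidation, fatty acid synthesis, glucose metabolism, glutathione S-transferases, hepatocyte markers, known dioxin-inducible genes of the paper, macrophage and other immune cell markers, stellate and endothelial cell markers. Lists named after the paper were chosen by the paper on these samples. Arrays were clustered by divisive clustering with 1 minus Pearson's correlation on genes with a variance above 0.1.

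The genes named were taken from those the paper names in its text, Table 2 or Table 3 (their values in its tables had been seen). Others were taken from the 10 with the largest log2 fold change among those past the threshold with groups that do not overlap, and from members of the lists. Genes of the Type-I and Type-II classes outside these, and genes set apart in corn oil rats, were named after their values were seen.

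Alternatives set before the data were examined were the mean of a gene's probe sets, every probe set, low genes left out (the lowest 40%), quantile normalization, median centring, limma trend, array weights, a minimum log2 fold change of 1, the replicate number or the scan day as a block, 1 fit over 8 groups and leaving out each array in turn. A rule for pairing by replicate number, every correlation above 0.1, was met by 1 of 14 pairs of groups. These were the LnA TCDD and LnA corn oil arrays of the same number (0.119 to 0.164). The correlations were taken over deviations from the group means of 2245 genes with a variance above 0.1 over the 40 arrays. The rule does not set LnA clearly apart, since the correlations in L-E were 0.0659 to 0.287. In H/W, as in LnA, 3 arrays correlated best with their own number. The numbers come from the labels, and neither the labels nor the paper state a pairing, so whether the LnA arrays are paired is not known.

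The scripts were tested on simulated data with 200 changed genes among 10411. At a log2 change of 1 the L-E fit called 77% of them and 3 unchanged genes, the collective interaction 89.5% and 2, and the L-E minus H/W interaction 73.5% and 4; at 2 these were 94.5%, 98% and 97.5%. A shifted list was called in 20 of 20 runs, with 1 call among 480 of unshifted lists. On the real arrays, divided in other ways, camera with the preset correlation called up to 40 of 100 list tests, against 45 for the real division. The simulated rate need not hold there. Additional File 1 was used for named genes alone, since the copy used here holds its first 1997 genes. The Gene Ontology analysis and the mouse data of the paper were not analysed here, and neither were transcription factor binding sites.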

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

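The tests on other divisions of the arrays, those on genes that differ by AHR type in corn oil rats, those on Slc17a1 and Slc17a3 and the comparison of scan days for genes without a neighbour were chosen only after the results were seen. The tests of scan day and of inherited chromosome segments for genes that set the lines apart from the parental strains were chosen before.

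Slc17a1 and Slc17a3, transporters of phosphate and urate and neighbours among the measured genes in the order of assembly GRCr8, both rose after TCDD in H/W, and in LnA Slc17a1 rose while Slc17a3 had 2.20 (adjusted p = 0.0176 from limma). The interaction of collective and TCDD was -1.68 for Slc17a1 and -1.61 for Slc17a3 on the log2 scale (limma, adjusted p = 0.00154 for Slc17a3). The LnC and LnA arrays were scanned on 1 day, so a difference between scan days allows no difference in response among them, yet it was -2.05 for Slc17a1 (standard error 0.26) and -2.19 for Slc17a3 (standard error 0.45), and the 95% limit nearest to 0, over both genes and with or without the replicate number as a block, was -1.23, which argues against scan day as the whole reason; this rule was set after the values were seen, and an earlier rule, an adjusted p under 0.01 for both genes with and without the block, had left scan day undecided. Adjusted over all genes, p was 0.00441 for Slc17a1, and 0.01 with the block, where the call ended at the same value (standard error 0.22, 10.4 in place of 13.4 degrees of freedom), and 0.165 and 0.132 for Slc17a3, which was not called among these arrays. A sequence variant under 1 probe set would touch 1 gene alone, and the second gene passed the threshold on its own probe set. That value was known when the pair was chosen, so it is no independent test of such a variant. Signal passing between the paralogs, a variant that acts on both genes and a dependence on the AHR deletion were not tested and may each contribute.

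Without TCDD, 11 genes differed both between L-E and H/W and between LnC and LnA, where 0.41 are expected from independent lists. Agtr1a, Marveld1, Sqor, Bckdhb, Ctsh, Cyp2c12, Hypk and Atl2 differed in one direction, and 3 genes (Creg1, Dhx36 and Itga1) in opposite directions. A response to the AHR type alone allows no gene in opposite directions. Of the 11 genes, 6 (Cyp2c12, Marveld1, Hypk, Sqor, Bckdhb and Ctsh) have another of the set within 20 measured genes, where random sets have 0.41 on average (one-sided permutation p = 3e-04 over 10000 sets). A candidate explanation is that the lines carry parental chromosome segments around these genes, and whether the AHR adds to the differences stays open.

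Both lines differed from both parental strains in 1 direction for 21 genes, among them Ugt2b (9.30 higher), Stk24 (-3.13) and Oplah (-1.29). Scan day as the whole reason is argued against by 6 of the 21 genes with another of the set within 20 measured genes (Sult1e1 and Ugt2b, Ptms and Mlf2, Grina and Oplah), where random sets have 1.55 on average, since a scan day knows no chromosome order. Those genes lie closer together than in random sets (one-sided permutation p = 0.0319 over 10000 sets). A segment inherited from H/W or L-E would be expected to leave a line like that strain. These genes differ in both lines from both strains, so inherited parental segments alone do not explain them, and their cause stays open. For the other 15 genes scan day cannot be told apart from strain, because the lines were scanned on a day of their own; their median difference between days 1 and 2 within H/W and L-E groups was 0.12 against a median difference of 0.66 between lines and parental strains.

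Single arrays stood far from the 3 others of their group in 9 of 140 groups tested (Dixon's test); chance gives about 1 in 20 groups. The log2 signal was 8.60 for Cyp1a1 in H/W corn oil replicate 3 (others 2.38 to 2.89), 3.33 for Aldh3a1 in LnA corn oil replicate 4 (others 2.62 to 2.72), 10.38 for Cyp7a1 in H/W TCDD replicate 3 (others 3.00 to 3.57), 2.60 for Cyp7a1 in L-E TCDD 3 h replicate 2 (others 2.39 to 2.42), 6.64 for Elovl6 in H/W TCDD replicate 3 (others 5.66 to 5.81), 11.06 for Agtr1a in H/W corn oil replicate 3 (others 11.46 to 11.48), 3.50 for Cyfip2 in LnA TCDD replicate 4 (others 3.11 to 3.16), 4.27 for Cyfip2 in L-E TCDD 3 h replicate 2 (others 3.04 to 3.08) and 7.80 for Mtus1 in H/W TCDD replicate 1 (others 7.94 to 7.96). In H/W corn oil replicate 3, the other AHR target genes had 4.47 for Aldh3a1 (others 3.20 to 3.42), 6.85 for Tiparp (5.68 to 5.97), 14.29 for Cyp1a2 (13.94 to 13.97) and 4.15 for Cyp1b1 (3.54 to 3.84). Its Cyp1a1 and Aldh3a1 signals lie far under those of H/W TCDD rats, which had 14.53 ± 0.08 for Cyp1a1 and 13.43 ± 0.25 for Aldh3a1 at 19 h and 13.99 ± 0.09 and 10.85 ± 0.64 at 3 h (SD, n = 4), so the array does not look like that of a TCDD rat under a wrong label. The paper's Figure 4 gives CYP1A1 mRNA of control rats as below detection by RT-PCR. This array enters each H/W comparison, and other reasons for its values, an exposure or a mixed sample included, were not tested.

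Between the collectives, the mean response to TCDD differed for 10 genes (826 at an unadjusted p under 0.05, limma): Vxn (1.97), Cyfip2 (1.91), Ackr3 (1.90), Slc17a1 (-1.68), Slc17a3 (-1.61), Bambi (1.37), Mtus1 (-0.81), Fam8a1 (0.79), Slc25a15 (-0.61) and Cpb2 (0.48). For Fam8a1 it came mainly from LnA (1.24), with 2.42 in H/W, 2.51 in LnC and 2.75 in L-E. The difference ended for Bambi without any 1 array but H/W TCDD replicate 3, L-E TCDD replicate 1, L-E corn oil replicate 4, LnC TCDD replicate 4 and LnC corn oil replicate 2 (adjusted p up to 0.0229), for Fam8a1 without any 1 of H/W TCDD replicate 4, H/W corn oil replicates 1 and 3, L-E TCDD replicate 4, L-E corn oil replicates 1 and 3, LnA TCDD replicates 1, 2 and 4, LnA corn oil replicates 2 and 4, LnC TCDD replicate 2 and LnC corn oil replicates 1 and 3 (adjusted p up to 0.0132). By camera 7 gene lists differed with a preset correlation and none with an estimated one (limma; counts of genes at an unadjusted p as above).

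Between L-E and LnC, the response to TCDD differed for 1 gene (619 at an unadjusted p under 0.05, limma): Cfap298 (-0.69). The difference ended for Cfap298 without any 1 array but L-E TCDD replicate 2, LnC TCDD replicates 1 and 2 and LnC corn oil replicates 3 and 4 (adjusted p up to 0.0377). By camera 7 gene lists differed with a preset correlation and none with an estimated one (limma; counts of genes at an unadjusted p as above).

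Between LnA and H/W, the response to TCDD differed for 1 gene (523 at an unadjusted p under 0.05, limma): Wac-ps1 (-1.03). The difference ended for Wac-ps1 without any 1 array but H/W TCDD replicates 1 and 4 and H/W corn oil replicates 2 and 4 (adjusted p up to 0.0297). By camera 6 gene lists differed with a preset correlation and none with an estimated one (limma; counts of genes at an unadjusted p as above).

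Between L-E and H/W, the response to TCDD differed for 4 genes (1010 at an unadjusted p under 0.05, limma): Ackr3 (2.24), Slc17a1 (-1.32), Cdh2 (-0.90) and Ttpa (-0.87). The difference ended for Ackr3 without any 1 of H/W TCDD replicate 2 and L-E corn oil replicate 1 (adjusted p up to 0.0124), for Slc17a1 without any 1 of H/W TCDD replicate 2 and L-E corn oil replicate 1 (adjusted p up to 0.0124), for Cdh2 without any 1 array but L-E TCDD replicate 1 and L-E corn oil replicate 3 (adjusted p up to 0.0246), for Ttpa without any 1 array but H/W corn oil replicate 4, L-E TCDD replicate 1 and L-E corn oil replicate 4 (adjusted p up to 0.0165). By camera 9 gene lists differed with a preset correlation and none with an estimated one (limma; counts of genes at an unadjusted p as above).

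Between LnC and LnA, the response to TCDD differed for 8 genes (496 at an unadjusted p under 0.05, limma): Lox (3.53), Gsta3 (-2.98), Vxn (2.48), Cyfip2 (2.07), Slc17a1 (-2.05), Sebox (1.82), C20h6orf136 (-0.97) and Litaf (-0.62). The difference ended for Lox without any 1 of LnA TCDD replicate 3, LnA corn oil replicates 2, 3 and 4, LnC TCDD replicates 1 and 4 and LnC corn oil replicates 1 and 2 (adjusted p up to 0.0142), for Gsta3 without any 1 array but LnA TCDD replicates 2 and 4 (adjusted p up to 0.0296), for Vxn without any 1 array but LnA TCDD replicates 1, 2 and 4 and LnC TCDD replicates 2 and 4 (adjusted p up to 0.0181), for Cyfip2 without any 1 of LnA TCDD replicate 3, LnA corn oil replicates 2, 3 and 4 and LnC corn oil replicates 1 and 2 (adjusted p up to 0.0142), for Slc17a1 without any 1 array but LnA TCDD replicates 1, 2 and 4, LnA corn oil replicate 1, LnC TCDD replicates 2 and 3 and LnC corn oil replicate 4 (adjusted p up to 0.0149), for C20h6orf136 without any 1 array but LnA TCDD replicate 4, LnC TCDD replicates 2 and 4 and LnC corn oil replicate 3 (adjusted p up to 0.0193), for Litaf without any 1 array but LnA TCDD replicates 2 and 4 and LnC TCDD replicate 2 (adjusted p up to 0.0288). Lox was lower in LnC than in LnA without TCDD by 6.55, so its interaction does not show a different response. By camera 6 gene lists differed with a preset correlation and none with an estimated one (limma; counts of genes at an unadjusted p as above).

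Between L-E and H/W at 3 h, the difference of TCDD rats of 3 h from corn oil rats of 19 h differed for 6 genes (1036 at an unadjusted p under 0.05, limma): Mpzl1 (1.65), Rps16 (0.58), Rpl7a (0.48), Rps23 (0.46), Rpsa (0.45) and Rpl22 (0.42). The difference ended for Mpzl1 without any 1 array but H/W corn oil replicate 1 and L-E corn oil replicate 1 (adjusted p up to 0.0258), for Rps16 without any 1 array (adjusted p up to 0.0271), for Rpl7a without any 1 array but H/W corn oil replicate 1 (adjusted p up to 0.0278), for Rps23 without any 1 array (adjusted p up to 0.0242), for Rpsa without any 1 array (adjusted p up to 0.0258), for Rpl22 without any 1 array (adjusted p up to 0.0278). With the mean of a gene's probe sets, every probe set, low genes left out, quantile normalization, median centring, limma trend or the replicate number as a block 0 genes differed. By camera 5 gene lists differed with a preset correlation and none with an estimated one (limma; counts of genes at an unadjusted p as above).

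After quantile normalization the differences between L-E and H/W were 1 higher and 1 lower (1 and 3 without it). With median centring those between the collectives were 3 higher and 5 lower (6 and 4 without it). Those between LnC and LnA were 4 higher and 2 lower with either (4 and 4 without). With the replicate number as a block, 1 gene (Sebox) differed between LnC and LnA. With the scan day or the replicate number as a block, none differed between L-E and H/W, L-E and LnC or LnA and H/W. Of the 10 genes that differed between the collectives, 4 (Vxn, Cyfip2, Ackr3 and Bambi) have group means under the median signal of every array (lowest 3.52), as have Ackr3 between L-E and H/W, Lox, Gsta3, Vxn and Cyfip2 between LnC and LnA and Mpzl1 at 3 h, so the size of these differences depends on the low end of the array scale.

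The paper gives no values for differences between strains/lines without TCDD and refers to a separate analysis of basal mRNA levels. Among corn oil rats limma called 104 genes between L-E and H/W (66 higher, 38 lower), 41 genes between LnC and LnA (20 higher, 21 lower), 198 genes between LnA and H/W (104 higher, 94 lower), 251 genes between LnC and L-E (119 higher, 132 lower), 109 genes between LnC and H/W (64 higher, 45 lower) and 406 genes between LnA and L-E (172 higher, 234 lower). With median centring the splits were 63 and 18 (L-E minus H/W), 18 and 12 (LnC minus LnA), 49 and 138 (LnC minus L-E) and 55 and 254 (LnA minus L-E). In the first comparison 1 H/W array was scanned on a day without L-E arrays, and 78 genes were called with the scan day as a block and 1 among the arrays of day 2; in the second all arrays share 1 day. The other 4 set arrays of different days against each other, so their counts cannot be told apart from scan day. Of the 21 genes that set both lines apart from both parental strains, 6 argue against scan day as the whole reason, as given above.

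The 3 h arrays, which the paper does not describe, were compared with the corn oil arrays of 19 h: limma called 265 genes in L-E (144 higher, 121 lower) and 114 in H/W (78 higher, 36 lower). TCDD rats of 19 h against those of 3 h gave 418 genes in L-E (192 higher, 226 lower) and 536 in H/W (337 higher, 199 lower). With quantile normalization the splits in L-E were 95 and 141 at 3 h and 198 and 140 for 19 h minus 3 h. All 3 h arrays were scanned on a day of their own, so time since dosing, scan day and TCDD cannot be told apart there.

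Chance as the reason for the counts of called genes was tested by dividing the same arrays in other ways (a permutation of labels), and 1 division, the real one, gave a count as large in each case. Over 35 divisions of 8 arrays the real and the highest other count were 44 and 0 for TCDD in H/W, 113 and 1 for TCDD in LnA, 214 and 1 for TCDD in L-E, 118 and 0 for TCDD in LnC, 104 and 1 for corn oil rats, L-E minus H/W, 41 and 0 for corn oil rats, LnC minus LnA, 198 and 1 for corn oil rats, LnA minus H/W, 251 and 1 for corn oil rats, LnC minus L-E, 109 and 1 for corn oil rats, LnC minus H/W, 406 and 1 for corn oil rats, LnA minus L-E, 265 and 1 for TCDD 3 h in L-E, 418 and 0 for TCDD 19 h minus 3 h in L-E, 114 and 1 for TCDD 3 h in H/W and 536 and 1 for TCDD 19 h minus 3 h in H/W. Over 100 divisions they were 10 and 0 for the interaction of collective and TCDD, 1 and 0 for the interaction of L-E minus LnC, 1 and 0 for the interaction of LnA minus H/W, 4 and 2 for the interaction of L-E minus H/W, 8 and 1 for the interaction of LnC minus LnA, 6 and 0 for the interaction of L-E and H/W at 3 h, 340 and 214 for genes responsive in at least 1 strain/line, 95 and 0 for genes responsive in more than 1, 15 and 0 for Type-I genes, 27 and 0 for Type-II genes, 274 and 214 for genes of the sensitive collective, 134 and 113 for genes of the resistant collective and 45 and 40 for gene lists. The highest other counts of 214 and 113 come from divisions that keep L-E or LnA as they are. For gene lists the highest other count of 40 lies close to the real 45, so the number of list calls with the preset correlation alone says little about TCDD. The real counts of corn oil rats rest on a fit shared by all corn oil groups, not on the 8 arrays alone. If the numbers pair the LnA arrays, 8 divisions part all 4 pairs (highest other count 0), too few for a share under 0.05.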

How the results depend on the processing

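The restriction to scan day 2 and the blocks in the gene list tests were chosen only after the data were examined, and the other alternatives before. Over 29 results and 281 alternatives, 170 kept the main value within 1.5 times or on its side of the test, 110 moved, 1 became stronger and none reversed. The cause of a change was not tested, except where fewer arrays or a minimum log2 fold change lower the count by construction. Of 514 single gene results that were checked, 320 were called, and not all of their genes are named in the text. For these 320 the alternatives kept the call in 2704 of 3323 values (81.4%, 619 lost). Leaving out 1 array kept it in 1878 of 2960 (63.4%, 1082 lost). The 194 results that were not called became called in 193 of 2119 values under the alternatives and in 19 of 1552 with 1 array left out, and 0 values reversed.

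The main counts were 44 for TCDD in H/W, 113 for TCDD in LnA, 214 for TCDD in L-E, 118 for TCDD in LnC, 10 for the interaction of collective and TCDD, 1 for the interaction of L-E minus LnC, 1 for the interaction of LnA minus H/W, 4 for the interaction of L-E minus H/W, 8 for the interaction of LnC minus LnA, 104 for corn oil rats, L-E minus H/W, 41 for corn oil rats, LnC minus LnA, 198 for corn oil rats, LnA minus H/W, 251 for corn oil rats, LnC minus L-E, 109 for corn oil rats, LnC minus H/W, 406 for corn oil rats, LnA minus L-E, 265 for TCDD 3 h in L-E, 418 for TCDD 19 h minus 3 h in L-E, 114 for TCDD 3 h in H/W, 536 for TCDD 19 h minus 3 h in H/W, 6 for the interaction of L-E and H/W at 3 h, 340 for genes responsive in at least one strain, 95 for genes responsive in more than one strain, 15 for Type-I, 27 for Type-II, 274 for genes responsive in the sensitive collective, 134 for genes responsive in the resistant collective, 4 for the difference between shares within collectives (percentage points), 16 for arrays divided by treatment at the first split and 45 for gene lists called over the 4 strains/lines.

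With low genes left out, the value was 72 for TCDD in H/W, 344 for TCDD in L-E, 0 for the interaction of L-E minus LnC, 434 for TCDD 3 h in L-E, 186 for TCDD 3 h in H/W, 0 for the interaction of L-E and H/W at 3 h, 149 for genes responsive in more than one strain, 31 for Type-I and 49 for Type-II.

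With median centring, the value was 27 for TCDD in H/W, 44 for TCDD in LnA, 0 for the interaction of LnA minus H/W, 8 for the interaction of L-E minus H/W, 101 for corn oil rats, LnA minus H/W, 72 for corn oil rats, LnC minus H/W, 57 for TCDD 3 h in H/W, 0 for the interaction of L-E and H/W at 3 h, 58 for genes responsive in more than one strain, 6 for Type-I and 62 for genes responsive in the resistant collective.

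With array weights, the value was 108 for TCDD in H/W, 180 for TCDD in LnA, 192 for TCDD in LnC, 2 for the interaction of LnA minus H/W, 9 for the interaction of L-E minus H/W, 144 for corn oil rats, LnC minus LnA, 690 for corn oil rats, LnC minus L-E, 918 for corn oil rats, LnA minus L-E, 3 for the interaction of L-E and H/W at 3 h, 512 for genes responsive in at least one strain, 156 for genes responsive in more than one strain, 27 for Type-I, 44 for Type-II and 242 for genes responsive in the resistant collective.

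With the replicate number as a block, the value was 18 for TCDD in H/W, 11 for TCDD in LnA, 40 for TCDD in L-E, 5 for TCDD in LnC, 0 for the interaction of L-E minus LnC, 0 for the interaction of LnA minus H/W, 0 for the interaction of L-E minus H/W, 1 for the interaction of LnC minus LnA, 64 for corn oil rats, LnC minus H/W, 0 for TCDD 3 h in L-E, 50 for TCDD 19 h minus 3 h in L-E, 3 for TCDD 3 h in H/W, 111 for TCDD 19 h minus 3 h in H/W, 0 for the interaction of L-E and H/W at 3 h, 61 for genes responsive in at least one strain, 9 for genes responsive in more than one strain, 2 for Type-I, 0 for Type-II, 43 for genes responsive in the sensitive collective and 27 for genes responsive in the resistant collective.

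With the scan day as a block, the value was 16 for TCDD in H/W, 0 for the interaction of L-E minus LnC, 0 for the interaction of LnA minus H/W, 0 for the interaction of L-E minus H/W, 1 for the interaction of L-E and H/W at 3 h, 6 for Type-I and 12.5 for the difference between shares within collectives (percentage points).

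With 1 fit over 8 groups, the value was 214 for TCDD in H/W, 199 for TCDD in LnA, 618 for TCDD in L-E, 373 for TCDD in LnC, 828 for genes responsive in at least one strain, 321 for genes responsive in more than one strain, 86 for Type-I, 93 for Type-II, 744 for genes responsive in the sensitive collective and 312 for genes responsive in the resistant collective.

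With the arrays of scan day 2 only, the value was 0 for TCDD in H/W, 29 for TCDD in L-E, 0 for the interaction of L-E minus H/W and 1 for corn oil rats, L-E minus H/W.

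With quantile normalization, the value was 59 for TCDD in LnA, 0 for the interaction of LnA minus H/W, 2 for the interaction of L-E minus H/W, 0 for the interaction of L-E and H/W at 3 h, 9 for Type-I and 77 for genes responsive in the resistant collective.

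With an absolute log2 fold change of at least 1, the value was 42 for TCDD in LnA, 100 for TCDD in L-E, 54 for TCDD in LnC, 6 for the interaction of collective and TCDD, 0 for the interaction of L-E minus LnC, 2 for the interaction of L-E minus H/W, 40 for corn oil rats, L-E minus H/W, 22 for corn oil rats, LnC minus LnA, 61 for corn oil rats, LnA minus H/W, 88 for corn oil rats, LnC minus L-E, 41 for corn oil rats, LnC minus H/W, 134 for corn oil rats, LnA minus L-E, 118 for TCDD 3 h in L-E, 140 for TCDD 19 h minus 3 h in L-E, 156 for TCDD 19 h minus 3 h in H/W, 1 for the interaction of L-E and H/W at 3 h, 133 for genes responsive in at least one strain, 55 for genes responsive in more than one strain, 14 for Type-II, 117 for genes responsive in the sensitive collective and 57 for genes responsive in the resistant collective.

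With every probe set tested, the value was 2 for the interaction of L-E minus LnC and 0 for the interaction of L-E and H/W at 3 h.

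With limma trend, the value was 0 for the interaction of L-E minus LnC, 0 for the interaction of LnA minus H/W, 0 for the interaction of L-E and H/W at 3 h and 28 for Type-I.

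With mean of a gene's probe sets, the value was 0 for the interaction of L-E and H/W at 3 h.

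With agglomerative clustering with complete linkage, the value was 32 for arrays divided by treatment at the first split.

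With an estimated correlation, the value was 17 for gene lists called over the 4 strains/lines.

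For replicates 1, 2, 3 and 4 of every group left out in turn the values in order were 57, 85, 60 and 53 for genes responsive in at least 1 strain/line, 12, 19, 13 and 13 in more than 1, 48, 70, 41 and 44 in the sensitive and 16, 28, 29 and 21 in the resistant collective.

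Leaving out 1 array (or 1 replicate number of every group for joint counts) gave 16 to 46 for TCDD in H/W, 26 to 60 for TCDD in LnA, 83 to 173 for TCDD in L-E, 52 to 106 for TCDD in LnC, 8 to 15 for the interaction of collective and TCDD, 0 to 5 for the interaction of L-E minus LnC, 0 to 2 for the interaction of LnA minus H/W, 0 to 4 for the interaction of L-E minus H/W, 1 to 10 for the interaction of LnC minus LnA, 63 to 118 for corn oil rats, L-E minus H/W, 23 to 45 for corn oil rats, LnC minus LnA, 87 to 262 for corn oil rats, LnA minus H/W, 132 to 214 for corn oil rats, LnC minus L-E, 50 to 192 for corn oil rats, LnC minus H/W, 204 to 364 for corn oil rats, LnA minus L-E, 98 to 214 for TCDD 3 h in L-E, 172 to 330 for TCDD 19 h minus 3 h in L-E, 49 to 173 for TCDD 3 h in H/W, 325 to 385 for TCDD 19 h minus 3 h in H/W, 0 to 4 for the interaction of L-E and H/W at 3 h, 53 to 85 for genes responsive in at least one strain, 12 to 19 for genes responsive in more than one strain, 2 to 2 for Type-I, 1 to 6 for Type-II, 41 to 70 for genes responsive in the sensitive collective, 16 to 29 for genes responsive in the resistant collective, -0.433 to 2.08 for the difference between shares within collectives (percentage points) and 12 to 24 for arrays divided by treatment at the first split.

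By the rule of every correlation above 0.1, the replicate numbers paired the arrays in LnA alone. Of 14 pairs of groups this 1 met the rule, over a range of -0.355 to 0.295. In no pair of groups did all 4 arrays correlate best with their own number. In the others the block is an alternative and a call lost under it is no weaker effect. In LnA the pairing is not established, so what a call lost under the block means is open. In LnA the acute phase list, lower by camera with an adjusted p of 0.0416 (0.592 with an estimated correlation), had 0.0675 with the block, and the block changed no other LnA list call.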

Differences from the paper's values

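The alternatives named here were set before the data were examined, except the restriction to scan day 2, which was chosen after the values were seen. The paper's counts rest on RMA values and 8605 genes at an adjusted p under 0.01, and those here on GCRMA values and 10411 genes at the same threshold. Counts, percentages and fold inductions are listed as differing where they lie more than 1.5 times apart. An alternative is named as within the paper's where its value lies no further apart than that, so it need not equal the paper's value.

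Percent of measured genes responsive in at least one strain: 5.3 in the paper and 3.27 here (within the paper's with low genes left out and array weights). Responsive in more than one strain: 144 in the paper and 95 here (within the paper's with mean of a gene's probe sets, every probe set tested, low genes left out, limma trend and array weights). Type-I: 25 in the paper and 15 here (within the paper's with mean of a gene's probe sets, every probe set tested, low genes left out, limma trend and array weights). Type-I up: 20 in the paper and 13 here (within the paper's with mean of a gene's probe sets, every probe set tested, low genes left out, limma trend and array weights).

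Type-I down: 5 in the paper and 2 here (within the paper's with low genes left out and limma trend). Type-II: 46 in the paper and 27 here (within the paper's with low genes left out, limma trend and array weights). Type-II sensitive: 43 in the paper and 22 here (within the paper's with low genes left out and array weights). Type-II resistant: 3 in the paper and 5 here (within the paper's with every probe set tested, quantile normalization, absolute log2 fold change of at least 1 and scan day block).

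Type-II down: 28 in the paper and 18 here (within the paper's with every probe set tested, low genes left out, limma trend and array weights). Responsive in the sensitive collective: 412 in the paper and 274 here (within the paper's with mean of a gene's probe sets, every probe set tested, low genes left out, limma trend and array weights). Fold induction over the 4 strains, Cyp1a1: 90 in the paper and 892 here (within under no alternative). Fold induction over the 4 strains, Aldh3a1: 75 in the paper and 1174 here (within under no alternative).

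Called for TCDD, L-E: about 350 in Fig. 3, read by eye in the paper and 214 here (within the paper's with low genes left out, limma trend and array weights).

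Genes of Table 1 by score: resistant score -2, sensitive score -2: 5 in the paper and 2 here (within the paper's with low genes left out and limma trend), resistant score -2, sensitive score -1: 1 in the paper and 0 here (within the paper's with mean of a gene's probe sets), resistant score -2, sensitive score 0: 1 in the paper and 2 here (within the paper's with quantile normalization and scan day block), resistant score -1, sensitive score -2: 14 in the paper and 6 here (within the paper's with array weights), resistant score -1, sensitive score 0: 7 in the paper and 22 here (within the paper's with median centring, absolute log2 fold change of at least 1 and replicate block), resistant score 0, sensitive score -2: 26 in the paper and 16 here (within the paper's with every probe set tested, low genes left out, limma trend and array weights), resistant score 0, sensitive score -1: 177 in the paper and 107 here (within the paper's with low genes left out, median centring, array weights and one fit over 8 groups), resistant score 0, sensitive score 2: 17 in the paper and 6 here (within the paper's with low genes left out and array weights), resistant score 1, sensitive score 2: 26 in the paper and 15 here (within the paper's with scan day block and one fit over 8 groups), resistant score 2, sensitive score 2: 20 in the paper and 13 here (within the paper's with mean of a gene's probe sets, every probe set tested, low genes left out, limma trend and array weights).

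Log2 fold changes are counted as differing where the signs differ or the 2 values lie further apart than the residual SD of the gene over the 8 arrays of the strain/line, so a value not counted may still be far from that of the paper where the arrays vary. Of 28 log2 fold changes of Table 2, 25 differ by this rule, and all 28 are larger here (median ratio 1.58). The paper's value and the value here are, by strain/line, Aldh3a1 H/W 6.3 and 9.83, LnA 5.4 and 9.45, L-E 6.8 and 11.14 and LnC 6.2 and 10.36, Cyp1a1 H/W 6.4 and 10.47, LnA 6.1 and 8.73, L-E 6.6 and 10.55 and LnC 6.4 and 9.45, Cyp1a2 LnA 1.2 and 1.38, L-E 1.1 and 1.27 and LnC 1.1 and 1.30, Cyp1b1 H/W 3.9 and 7.87, LnA 3.5 and 7.43, L-E 5.3 and 9.49 and LnC 4.9 and 8.85, Nfe2l2 LnA 1.1 and 1.38 and LnC 1.4 and 1.71, Nqo1 H/W 3.7 and 6.29, LnA 2.5 and 3.40, L-E 2.4 and 3.11 and LnC 2.6 and 3.34, Tiparp H/W 2.3 and 4.37, LnA 1.8 and 3.08, L-E 2.5 and 4.32 and LnC 2.2 and 4.05.

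Of 176 log2 fold changes of Table 3, 87 differ by more than the residual SD or in sign, 80 of them larger here; of the other 89, 15 are still more than 1.5 times apart, and of all 176, 160 are larger here, 174 have one sign and 2 the other (median ratio 1.36). The paper's value and the value here are, by strain/line, Adk H/W -0.3 and -0.44, LnA -0.4 and -0.49, L-E -0.7 and -0.85 and LnC -0.3 and -0.36, Apbb2 H/W 0.4 and 0.17 and L-E 0.6 and 1.58, Ass1 LnC -0.5 and -0.61, B4galnt1 H/W -0.9 and -1.55, LnA -0.6 and -1.54, L-E -0.9 and -2.43 and LnC -0.8 and -1.88, Bbs2 H/W 0.3 and 1.02, LnA 0.2 and 0.58, L-E 0.6 and 1.18 and LnC 0.7 and 1.51, Cfdp1 H/W 0.3 and 0.95 and L-E 0.5 and 1.06, Col18a1 H/W -0.2 and -0.46, LnA -0.3 and -0.56, L-E -0.6 and -0.91 and LnC -0.6 and -0.96, Cyp3a2 L-E -0.9 and -1.11 and LnC -0.4 and -0.62, Cyp4f4 LnC -0.5 and -0.67, Derl1 H/W 0.4 and 0.59 and L-E 0.4 and 0.71, Derl2 L-E 0.6 and 0.79, Egf H/W -0.4 and -1.02, LnA -0.3 and -1.32, L-E -0.4 and -1.51 and LnC -0.5 and -1.29, Elovl6 L-E 1.2 and 3.53 and LnC 0.6 and 1.69, Fdft1 L-E -0.7 and -0.92, Gstk1 L-E -0.7 and -1.01 and LnC -0.4 and -0.55, Gstm7 L-E -0.7 and -1.19 and LnC -0.4 and -0.64, Hacl1 H/W -1.3 and -1.63, LnA -1.0 and -1.41 and LnC -1.2 and -1.84, Hsd11b1 LnC -0.7 and -0.88, Il1r1 H/W 1.4 and 3.14, LnA 0.5 and 1.35, L-E 0.7 and 1.61 and LnC 0.9 and 2.05, Mug1 LnA -0.5 and -0.33, L-E -0.8 and -0.62 and LnC -0.5 and -0.39, Nfib L-E -0.6 and -1.08 and LnC -0.6 and -1.57, Nrbp2 L-E -1.2 and -1.65 and LnC -0.5 and -0.82, Nudt4 LnA -0.4 and -0.23, Pdcd6 LnA 0.3 and 0.41 and LnC 0.4 and 0.63, Phyh LnA 0.7 and 0.87, Prpsap1 H/W 0.6 and 0.81, L-E 0.5 and 0.81 and LnC 0.8 and 1.00, Scn4b H/W 0.1 and -0.061 and LnA 0.2 and -0.017, Sdc1 LnA -0.6 and -1.10, L-E -1.2 and -1.78 and LnC -0.9 and -1.28, Sf3b5 H/W 0.4 and 0.71, L-E 0.5 and 0.83 and LnC 0.6 and 0.88, Tc2n H/W 0.6 and 1.77, LnA 0.4 and 1.04, L-E 0.5 and 1.69 and LnC 0.7 and 2.06, Tceal8 H/W 0.2 and 0.32, LnA 0.3 and 0.43 and LnC 0.5 and 0.64, Tpo1 LnA -0.3 and -0.56, L-E -0.5 and -0.94 and LnC -0.4 and -0.70, Ttc7 H/W -0.2 and -0.42, L-E -0.4 and -0.98 and LnC -0.4 and -0.93, Xpnpep2 L-E -0.9 and -1.18 and LnC -1.1 and -1.52, Zfp422 H/W 0.3 and 0.63, LnA 0.4 and 0.93, L-E 0.6 and 1.29 and LnC 0.7 and 1.50.

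Of 12 log2 fold changes of Additional File 1, of which the first 1997 genes were used here, 7 differ by more than the residual SD; of the other 5, 1 is still more than 1.5 times apart, and all 12 are larger here. The paper's value and the value here are, by strain/line, Chka H/W 2.03 and 2.82 and L-E 2.15 and 2.89, Crip2 H/W -0.55 and -0.76 and L-E -1.00 and -1.23, Cyp7a1 H/W -2.40 and -5.01, L-E -2.37 and -4.59 and LnC -2.75 and -5.43.

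With mean of a gene's probe sets, log2 fold changes fell within the paper's for Adk in H/W, Col18a1 in H/W, Col18a1 in LnA, Nfib in L-E, Zfp422 in LnA, Zfp422 in L-E and Zfp422 in LnC.

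With every probe set tested, log2 fold changes fell within the paper's for Nudt4 in LnA.

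With quantile normalization, log2 fold changes fell within the paper's for Nfe2l2 in LnA, Ass1 in LnC, Mug1 in L-E, Nudt4 in LnA, Pdcd6 in LnA and Tceal8 in H/W.

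With median centring, log2 fold changes fell within the paper's for Nfe2l2 in LnA, Adk in H/W, Adk in LnA, Ass1 in LnC, B4galnt1 in H/W, Col18a1 in H/W, Col18a1 in LnA, Derl2 in L-E, Mug1 in L-E, Mug1 in LnC, Tceal8 in LnA, Tceal8 in LnC, Tpo1 in LnA, Ttc7 in H/W and Crip2 in H/W.

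With array weights, log2 fold changes fell within the paper's for Nfe2l2 in LnA, Adk in H/W, Adk in LnC, B4galnt1 in H/W, Col18a1 in LnA, Derl1 in H/W, Gstm7 in LnC, Hacl1 in LnC, Il1r1 in L-E, Mug1 in L-E, Mug1 in LnC, Pdcd6 in LnA, Sdc1 in LnC, Tceal8 in LnA, Ttc7 in H/W and Crip2 in H/W.

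With replicate block, too, the log2 fold changes stay the same and only the residual SD changes. By that SD, values came within the paper's for Cyp3a2 in L-E, Hsd11b1 in LnC, Sdc1 in LnC and Tpo1 in LnA.

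With scan day block, the log2 fold changes in H/W stay the same, since TCDD and corn oil arrays share their days equally. By the residual SD of that fit, values came within the paper's for B4galnt1 in H/W, Ttc7 in H/W and Cyp7a1 in H/W.

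With one fit over 8 groups, the log2 fold changes stay the same and only the residual SD of the rule changes. By that SD, values came within the paper's for Nfe2l2 in LnA, Adk in LnA, Adk in LnC, Apbb2 in H/W, Ass1 in LnC, Bbs2 in LnA, Cyp3a2 in L-E, Cyp3a2 in LnC, Cyp4f4 in LnC, Derl2 in L-E, Gstk1 in LnC, Gstm7 in LnC, Hacl1 in H/W, Hacl1 in LnA, Hsd11b1 in LnC, Mug1 in LnA, Mug1 in L-E, Mug1 in LnC, Nudt4 in LnA, Pdcd6 in LnA, Phyh in LnA, Ttc7 in H/W, Xpnpep2 in L-E, Xpnpep2 in LnC and Crip2 in H/W.

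With arrays of scan day 2 only, log2 fold changes fell within the paper's for Cyp1a1 in H/W, Adk in H/W, Adk in L-E, Egf in H/W, Hacl1 in H/W, Il1r1 in H/W, Il1r1 in L-E, Mug1 in L-E, Prpsap1 in H/W, Ttc7 in H/W, Xpnpep2 in L-E, Cyp7a1 in H/W and Cyp7a1 in L-E. This restriction was chosen after the values were seen and ended 100 calls among the 206 single gene results that it was run on.

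No differing log2 fold change fell within the paper's with low genes left out, limma trend or an absolute log2 fold change of at least 1. Of 140 differing values that leaving out 1 array could be run on, 34 fell within the paper's for at least 1 array.

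The paper gives treated against vehicle animals as the strongest trend of its clustering. Here treatment held 29.3% of the variance, strain or line 37.4%, scan day 23.2%, parentage 18.9% and the collective 10.9%, each taken alone. Strain or line and scan day divide the arrays into more groups than treatment does, so their shares do not compare directly with its share. Treatment held more than parentage or the collective, which divide the arrays into as many groups, so the shares do not contradict the paper. The first split of divisive clustering followed parentage for 32 of 32 arrays, and that of agglomerative clustering followed treatment (32 of 32). The paper gives Cyp7a1 a medium magnitude of response in both collectives, by RT-PCR and on arrays. Here Cyp7a1 fell in each strain/line by more than in Additional File 1: -5.43 against -2.75 in LnC, -5.01 against -2.40 in H/W, -4.59 against -2.37 in L-E and -1.91 against -0.80 in LnA. It passed the test in no strain/line with all 8 arrays of each, and in H/W it passed without TCDD replicate 3 (adjusted p = 0.000159 from limma). The missing calls do not show that the response was absent. The paper gives Per2 a low magnitude of induction on arrays in both collectives. Here Per2 was higher in each strain/line (5.30 in L-E, 3.45 in LnC, 3.45 in H/W and 2.63 in LnA) and passed the test in L-E alone. The paper's text gives an increase for Mug1; its values in Table 3 are negative in L-E, LnC and LnA, as they are here, and positive in H/W, where the value here is 0.08 (adjusted p = 0.871 from limma). The paper places Phyh, Hacl1 and Il1r1 in the resistant Type-II class; here Hacl1 met that definition. The paper gives the order of the counts as independent of the threshold. Here that order held at an adjusted p under 0.05 and 0.01. At 0.001 LnC (27) stood above L-E (24), and at 1e-04 LnC and LnA (5 each) stood above L-E (4).

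The fold inductions of Cyp1a1 and Aldh3a1 rest on corn oil signals that lie in part near the low end of the array scale, so their size depends on it and they are no exact inductions.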

Other observations

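Of 26 cytochrome P450 genes of families 2 to 4, 5 fell and 1 rose in L-E, 1 fell in LnC, 2 fell in LnA and 1 fell in H/W (limma; 10 lower and 1 higher in L-E, 9 and 1 in LnC, 6 and 1 in LnA and 5 and 1 in H/W when adjusted over the list alone), and with the replicate number as a block 0 were called in LnA. By camera the list was lower in L-E (adjusted p = 3.27e-06, and 0.00892 with an estimated correlation), LnC (0.000112, and 0.0172 with an estimated correlation), LnA (0.00181, and 0.11 with an estimated correlation) and H/W (0.0336, and 0.396 with an estimated correlation). In H/W camera gave 0.0813 with the scan day as a block, which ended that call. Of 11 NRF2 target genes, Nqo1 rose in each strain/line (in LnA not with the replicate number as a block; 4 higher in H/W, 3 in LnA, 2 in LnC and 2 higher with 1 lower in L-E when adjusted over the list alone), and the list was higher in H/W (adjusted p = 5.89e-06, and 0.11 with an estimated correlation), LnA (0.00592, and 0.173 with an estimated correlation) and L-E (0.0161, and 0.204 with an estimated correlation), with 0.14 in LnC.

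After 3 h of TCDD against corn oil rats of 19 h, Cyp7a1, the first enzyme of bile acid synthesis, was lower in L-E (log2 difference -6.73, standard error 0.55, adjusted p = 0.00134 from limma, lower in 4 of 4 rats) and H/W (-7.69, standard error 0.20, adjusted p = 4.74e-06); its mean signal at 3 h was 2.45 and 2.44, under the median signal of every array, so the size of these differences depends on the low end of the array scale. Sds, the serine dehydratase, was higher in H/W (7.20, standard error 0.48, adjusted p = 0.00057 from limma) and lower at 19 h than at 3 h (-8.23, standard error 0.40, adjusted p = 7.96e-05, with a mean signal at 19 h of 3.40, also under that median). Elovl6 was higher in L-E (4.97, standard error 0.34, adjusted p = 0.000746 from limma). The list of AHR target genes was higher in both (camera, adjusted p = 1.26e-09 in L-E and 8.26e-14 in H/W, and 0.0079 and 0.0124 with an estimated correlation), and cholesterol synthesis lower in both (1.42e-06 and 6.74e-14, and 0.303 and 0.189 with an estimated correlation). Time since dosing and scan day differ between these groups. The tests of 3 h arrays were chosen before the data were examined.

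At 19 h camera gave the AHR complex list 0.0586 in H/W, 0.395 in LnA, 0.701 in L-E and 0.464 in LnC. Glutathione S-transferases were lower in L-E (adjusted p = 0.0249, and 0.569 with an estimated correlation), with 0.937 in H/W, 0.283 in LnA and 0.464 in LnC. The acute phase list was lower in L-E (0.0165, and 0.484 with an estimated correlation) and in LnA (0.0416, and 0.592 with an estimated correlation), with 0.937 in H/W and 0.138 in LnC. The cell cycle list was lower in H/W (0.0255, and 0.518 with an estimated correlation), with 0.114 in LnA, 0.964 in L-E and 0.152 in LnC. The circadian clock list had 0.141 in H/W, 0.93 in LnA, 0.95 in L-E and 0.93 in LnC.

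The lists of cell markers moved in no strain/line by camera: adjusted p was 0.691, 0.88, 0.945 and 0.93 for hepatocytes (H/W, LnA, L-E and LnC), 0.112, 0.88, 0.612 and 0.105 for macrophages and other immune cells, 0.979, 0.88, 0.654 and 0.93 for stellate and endothelial cells, 0.128, 0.694, 0.654 and 0.919 for bile duct cells and 0.235, 0.93, 0.701 and 0.857 for blood, pancreas and fat.

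Genes called at 3 h and at 19 h against the same corn oil rats share their chance values: 32 were higher and 22 lower at both times in L-E (1.36 and 1.35 expected of independent lists) and 19 and 0 in H/W (0.247 and 0.038 expected of independent lists). In simulated groups without change that share their corn oil rats, 0 genes on average were called at both times. Over all genes the log2 fold changes of the 2 times had a correlation of 0.539 in L-E and 0.455 in H/W. In the simulated groups it was 0.497 and 0.5, so these correlations alone show no shared response. The covariance was 0.0882 and 0.0613 against 0.0105 and 0.0118 in the simulated groups. Part of the overlap may come from the shared corn oil rats. With different corn oil rats for the 2 times, the correlation was 0.451 in L-E and 0.305 in H/W. Shared corn oil rats cannot account for these 2 values, and their cause was not tested. With such different corn oil rats, 1 to 9 genes were in common in L-E and 0 to 4 in H/W.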
